# Vimentin regulates mitochondrial ROS production and inflammatory responses of neutrophils

**DOI:** 10.3389/fimmu.2024.1416275

**Published:** 2024-07-30

**Authors:** Thao Ngoc Huynh, Jody Toperzer, Allison Scherer, Anne Gumina, Tonya Brunetti, Michael K. Mansour, David M. Markovitz, Brian C. Russo

**Keywords:** vimentin, ROS, mitochondria, neutrophils, antimicrobial, inflammatory responses

## Abstract

The intermediate filament vimentin is present in immune cells and is implicated in proinflammatory immune responses. Whether and how it supports antimicrobial activities of neutrophils are not well established. Here, we developed an immortalized neutrophil model to examine the requirement of vimentin. We demonstrate that vimentin restricts the production of proinflammatory cytokines and reactive oxygen species (ROS), but enhances phagocytosis and swarming. We observe that vimentin is dispensable for neutrophil extracellular trap (NET) formation, degranulation, and inflammasome activation. Moreover, gene expression analysis demonstrated that the presence of vimentin was associated with changes in expression of multiple genes required for mitochondrial function and ROS overproduction. Treatment of wild-type cells with rotenone, an inhibitor for complex I of the electron transport chain, increases the ROS levels. Likewise, treatment with mitoTEMPO, a SOD mimetic, rescues the ROS production in cells lacking vimentin. Together, these data show vimentin regulates neutrophil antimicrobial functions and alters ROS levels through regulation of mitochondrial activity.

## Introduction

Intermediate filaments are ubiquitous cytoskeletal proteins in mammalian cells. There are greater than 70 different intermediate filament proteins in humans (1–4). Monomers of intermediate filament proteins can homodimerize or heterodimerize depending on the type, and they can assemble into fibers that lack polarity (1). Networks of intermediate filament fibers provide structural support to cells and are highly dynamic (5, 6). Intermediate filaments are important for positioning organelles and for cell motility, among other activities (7–10). They are required for the virulence of many bacterial pathogens, and their loss is correlated with inflammatory bowel disease severity (11–13). Moreover, they are associated with cancer progression, neuropathies, and acute lung injury (14–16). Thus, intermediate filaments provide basic functions required for cellular homeostasis, and their dysregulation occurs in a variety of diseases associated with significant morbidity in humans.

Vimentin, the most abundant intermediate filament protein (17), is thought to be important for regulating inflammatory responses during infection for several reasons: Vimentin is expressed in immune cells, including macrophages and neutrophils (18, 19). In macrophages, vimentin regulates the NADPH oxidase complex and functions as a scaffold for NLRP3 inflammasome activation (14, 15). Whereas the loss of vimentin in mice leads to no overt phenotype at baseline (20), a thorough characterization of *Vim^-/-^* mice under stress conditions showed decreased mechanical stability of the cells, defects in cell motility, weaker contractile forces, and impaired wound healing (21, 22). Recent studies showed that mice with vimentin are more susceptible to colitis compared to mice lacking vimentin, likely due to its interactions between vimentin and the p47phox active subunit of NADPH oxidase (15). These data together suggest that vimentin may be generally required for immunological responses to pathogens. Whereas the role of vimentin in macrophages has been studied, how vimentin functions in neutrophils has been largely overlooked.

In this study, we demonstrate that vimentin affects the function of neutrophils by regulating mitochondrial reactive oxygen species (ROS) production. By using immortalized neutrophil progenitor cells isolated from wild-type (*Vim^+/+^*) and *Vim^-/-^* mice, we showed that vimentin represses the levels of ROS production by regulating the mitochondria. Moreover, vimentin presence was associated with neutrophil swarming and phagocytosis, but its loss increased TNFα and IL-6 cytokine production. Interestingly, vimentin was not required for inflammasome activation, demonstrating a distinct role for vimentin in the neutrophil inflammatory response as compared to its function in macrophages (14). Taken together, we suggest a model in which vimentin has diverse roles in the inflammatory response of neutrophils.

## Materials and methods

### Generation of HoxB8-immortalized neutrophil progenitor cells and differentiation of neutrophils

Bone marrow was generated for a previous study from wild-type and vimentin knockout mice at the University of Michigan and the studies involving animals were reviewed and approved by the Institution Animal Care & Use Committee at the University of Michigan (18). Bone marrow was stimulated with recombinant murine IL-3 (10 ng/mL) and IL-6 (10 ng/mL) (Peprotech, 21616) for 48 hours. Cells were then transduced with ER-HoxB8 lentivirus (23) and were cultured in RPMI (Fisher, 32404014) containing 10% FBS (Biotechne, S11150H), 5% stem cell factor (SCF) (described below), and 10 μg/mL β-estradiol (Sigma, E2758-1G). Following G418 selection (2 mg/mL), individual cells were sorted and clonally expanded in media to maintain cells in the progenitor state. 5×10^5^ cells were collected and differentiated as previously described (24).

SCF was generated by culturing CHO cells in IMDM (ThermoFisher, 12440061) supplemented with 10% FBS. Cells were cultured for 48 hours beyond confluency. The media was then collected and replaced every 24 hours for 72 hours. The collected media was pooled and used as conditioned media for SCF above.

### Flow cytometry

The Fc receptors were blocked on 5×10^5^ neutrophils resuspended in PBS with 5% FBS and TruStain FcX (1:50, BioLegend, 101320). Neutrophils were incubated with FITC conjugated anti-mouse Ly6G (1:50, BD Biosciences, 551460) and PE conjugated anti-mouse/human CD11b (1:200, Biolegend, 101207) for 30 minutes on ice. Samples were washed with FACS buffer, and fixed with FluoroFix (Biolegend, 422101) for 20 minutes on ice. Samples were resuspended in FACS buffer and analyzed using a BD LSRFortessa X-20.

### Western blots

Western blots were incubated with anti-vimentin (1:10000, Biolegend, 919101) or anti-caspase-1 (1:100, Abcam, ab207802) antibodies overnight at 4°C, washed with TBS-T, and incubated with HRP-conjugated secondary antibodies [anti-chicken (1:5000, Jackson Immuno Research, 103-03-155) or goat anti-rabbit] for 2 hours at room temperature. β-actin (Sigma, A3845) was used as a loading control. Western blots were developed on a Syngene G:BOX chemi XX6 using West Pico (Thermo Scientific, 34580). Band intensity was quantified using ImageJ.

### Nuclear staining

For each clone tested, 5×10^5^ neutrophils were incubated with cell tracker red (Invitrogen, C34552) for 30 minutes at 37°C. Cells were washed with media and transferred to an 18-well chamber slide (ibidi 81817). Hoechst (Invitrogen, H3570) was added to the media, and the cells were incubated for 30 minutes prior to imaging.

### Swarming assay

*C. albicans* producing the fluorescent protein iRFP670 was cultured at 30°C in YPD media containing nourseothricin (Jena Bioscience, AB-101-50ML) (25). On the day of experiment, *C. albicans* was diluted 1:1000 in YPD containing nourseothricin and 10% FBS and incubated for 2 hours at 30°C to promote hyphae formation. *C. albicans* was added to wells of a Proplate (Grace Biolabs, 204860) that was micro-arrayed, as previously described (26), to enable *C. albicans* to adhere to the surface by centrifugation at 800 ×*g* for 10 minutes. Unadhered *C. albicans* was removed by washing thoroughly with PBS. 1×10^5^ neutrophils were stained with cell tracker green (Invitrogen, C2925) and added to each well. Microscopy-based images were collected such that tiled images examined 32 microspotted positions per well. To quantify the efficiency of neutrophil swarming, green fluorescence from neutrophils recruited to each microspot containing *C. albicans* was measured.

### ELISA

Neutrophils were seeded at 1×10^5^ cells per well in a 96-well flat-bottom plate in 250 µL of media. Cells were stimulated with LPS (Invivogen, tlrl-3pelps) at 25 ng/mL and incubated at 37°C with 5% CO_2_ as indicated for each experiment. The supernatant was collected at indicated times and protein concentrations were determined by ELISA following the manufacturer’s instructions for IL-6 (R&D systems, DY406-05), TNFα (R&D systems, DY410-05), Matrix metalloprotease 9 (MMP-9) (R&D Systems, DY6718), and IL-1β (R&D Systems, Y401-05).

### Quantification of inflammasome activation

Neutrophils were seeded at 1×10^5^ cells in a 96-well flat-bottom plate in 150 µL of media. For stimulated samples, LPS (Invivogen, tlrl-3pelps) was added at a final concentration of 1.67 µg/mL. The neutrophils were incubated for 1.5 hours at 37°C with 5% CO_2_, then 100 µL of media containing 7.4 µg/mL nigericin (Invivogen, tlrl-nig) was added. The cells were incubated for an additional 40 minutes. Then, 50 µl of supernatant was collected every 2 hours and used to quantify cytokine abundance by ELISA.

### Neutrophil extracellular trap formation

7.5×10^4^ neutrophils were seeded in an 18-well chamber slide coated with fibronectin (Sigma, F1141). Cells were seeded in RPMI with 0 µM or 1.25 µM calcium ionophore A23187 (Sigma, C7522), and incubated at 37°C with 5% CO_2_ for 1.5 hour. Cells were washed with PBS and imaged in the presence of Hoechst and sytox green.

### Phagocytosis

2.5×10^4^ neutrophils were seeded into an 18-well chamber slide coated with fibronectin. *E. coli* pBR322-GFP were added at a multiplicity of 20 and centrifuged at 800 ×*g* for 10 minutes. Following 30 minutes of incubation at 37°C, the neutrophils were washed eight times with media and fixed with paraformaldehyde. Extracellular *E. coli* were determined by staining with rabbit anti-*E.coli* (1:100, Abcam, ab137967) for 1 hour at 25°C and then goat anti-rabbit antibody conjugated with Alexa Fluor 750 (1:100, Invitrogen, A21039) for 2 hours at 25°C. Nuclei were stained with Hoechst. Intracellular bacteria per neutrophil were quantified.

### Quantification of ROS

Reactivity of 1×10^5^ neutrophils in HBSS containing 100 µM cytochrome c (Sigma, C7752) was determined by absorbance at 550 nm and 490 nm every 2 minutes for 2 hours using a Biotek synergy H1 (24). Neutrophils were stimulated with 100 nM PMA (Sigma, P8139). For studies investigating whether mitochondrial function altered ROS production, neutrophils were treated with 5 μM rotenone or 250/500/1000 μM mitoTEMPO in HBSS.

### RNA extraction and sequencing

Neutrophils were treated with 25 ng/mL LPS (Invivogen- tlrl-3pelps), or left untreated, at 37°C with 5% CO_2_ for 1 hour. RNA was extracted using the RNeasy micro kit (Qiagen, 74004) and DNase treatment occurred using Turbo DNA-free DNAse (Qiagen, AM2238). Samples were prepared using the Universal Plus mRNA-Seq library preparation kit with NuQuant and sequenced on an Illumina NovaSeq 6000 with 2×150 bp sequencing at the University of Colorado Anshutz Medical Campus Genomics Core. Quality of reads was assessed pre- and post-trimming using FastQC v0.11.9 (27). Illumina universal adapters were removed, bases were trimmed if the Phred Score was less than 24, and after trimming, any reads that were fewer than 20 base pairs in length were discarded using Cutadapt v4.4 (28) under Python version 3.10. Reads were aligned and quantified to the mm10 reference genome using STAR v2.7.10b (29). The quality of the alignments were assessed using various tools including samtools v.1.17 (30), PicardTools CollectRnaSeqMetrics v2.27.5-13-g04e9b2 (31), and the summarization of log outputs generated by STAR. Differential gene expression was assessed using two R packages: RUVseq v1.20.0 (32) and DESeq2 v1.26.0 (33). RUVseq was used to identify covariates to address any batches and sources of unwanted variation to regress from the normalized gene expression matrix using a GLM. We identified four RUV covariates to add to the model and subsequently used DESeq2 to normalize and statistically run the GLM for differential expression analysis. fGSEA was performed using the R package fgsea v1.22.0 (34), and ranks were based upon the Wald statistic extracted from the differential expression matrix generated by DESeq2. The Hallmark gene set from the Molecular Signatures Database (MSigDB) was used for enrichment analysis, and pathways were considered statistically significant if they had an adjusted p<0.05. Venn diagrams of pathways were based upon the leading edge genes identified in the fGSEA. Data are available at GEO (GEO accession ID: GSE262717).

### Quantification of mitochondria and mitochondrial ROS

Cells were resuspended in HBSS containing 10% FBS, 200 nM mitosox red, and 40 nM mitotracker green and incubated at 37°C with 5% CO_2_ for 30 minutes. Cells were washed twice with HBSS and imaged. Images were deconvolved and intensity per cell was determined for mitosox and mitotracker.

### Microscopy

Fluorescent images were acquired on a Nikon Eclipse Ti-2 inverted light microscope equipped with an Orca Fusion BT cMOS camera (Hammamatsu), an IRIS 15 cMOS camera (Photometrics), Semrock Brightline filters, and an Oco stage top incubator. NIS elements software (Nikon) was used for image acquisition and analysis. Images were deconvolved using a Richardson-Lucy algorithm with 20 iterations. Microscopic images were pseudo-colored and assembled using Adobe photoshop or FIJI (NIH). Images were collected randomly across the coverslip using an automated imaging pipeline created in NIS elements, or the samples were blinded prior to imaging.

### Statistics

Statistical difference between means was analyzed with GraphPad Prism 9. Statistical difference of two means was determined either by Student’s t-test or a paired t-test. Unless indicated otherwise, the differences between the means of multiple groups were determined either by two-way ANOVA with Sidak’s *post hoc* test or by one-way ANOVA with Holm-Sidak’s *post hoc* test.

## Results

### Generation of neutrophils from immortalized stem cell lines

Vimentin is required for macrophages to respond to pathogens (14, 18, 35), but its requirement for neutrophil function is uncertain. To investigate the role of vimentin in neutrophils, we generated immortalized neutrophil progenitors from the bone marrow of wild-type (*Vim^+/+^*) and vimentin knock-out (*Vim^-/-^)* mice by transduction of the transcription factor HoxB8. We isolated five or six clonal lines of granulocyte monocyte progenitors (GMPs) from the bone marrow of wild-type (*Vim^+/+^*) and vimentin knockout (*Vim^-/-^*) mice, respectively, and confirmed the expression or lack of vimentin in these cells by western blot (**Figures 1A, B**). The activity of HoxB8 was regulated by fusion to the estrogen receptor binding domain, such that HoxB8 is only active in the presence of estrogen. The removal of estrogen from the culture media and the addition of IL-3 and granulocyte colony-stimulating factor (GCSF) enabled differentiation of the GMP into mature neutrophils, which was evaluated by cell surface expression of CD11b and Ly6G (**Figures 1C, D**) and by examining nuclear morphology (**Figures 1E, F**). Whereas the GMPs displayed round nuclei and were CD11b low and Ly6G negative (**Figures 1C–F**), differentiated neutrophils displayed lobular nuclei and were CD11b positive and Ly6G positive (**Figures 1C–F**). Thus, neutrophils efficiently differentiate from progenitors derived from mice that produce or lack vimentin.

**Figure 1:**
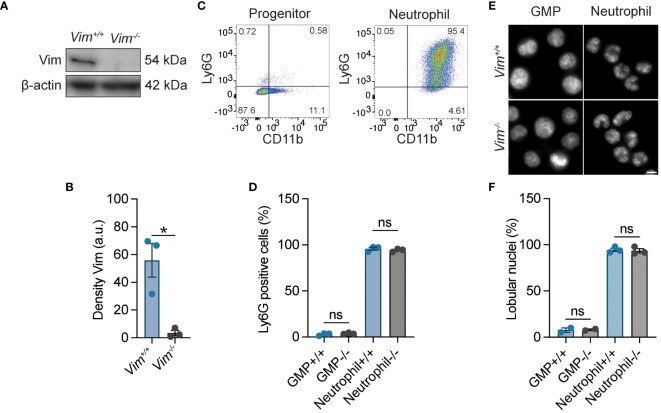
HoxB8-transformed wild-type and *Vim^-/-^* GMP differentiated into neutrophils. **(A)** Representative image of western blot showing vimentin expression. **(B)** Quantification of the western blots represented in panel A **(C)** Ly6G and CD11b expression for neutrophil progenitor cells and differentiated neutrophils. **(D)** Quantification of the percentage of Ly6G positivity. **(E)** Representative images of the morphology of the nuclei of *Vim^+/+^* and *Vim^-/-^* GMP and neutrophils. Scale bar: 5 μm. **(F)** Quantification of percentage nuclei that are lobular. **(B, D, F)** Dots are independent experiments using 5 *Vim^+/+^* and 6 *Vim^-/-^* cell lines. Data are mean ± SEM. *p < 0.05; ns, not significant; paired t-test **(B)** or one-way ANOVA with Sidak’s *post hoc* test **(D, F)**.

### Vimentin is required for swarming and phagocytosis, but not NETs or degranulation

Neutrophils are the most abundant white blood cells in the body and are key participants in the defense against fungal and bacterial infections (36, 37). In some cellular systems, the presence of vimentin is correlated with the efficiency of cell motility (2, 8, 38–42), suggesting that the ability of neutrophils to swarm to pathogens could be impacted by the loss of vimentin. We tested the ability of *Vim^+/^* ^+^ and *Vim^-/^* ^-^ neutrophils to swarm. We observed that, at 4 hours of co-incubation, there was a 45.3% reduction in the efficiency of *Vim^-/-^* neutrophils to swarm to *C. albicans* as compared to *Vim^+/^* ^+^ neutrophils (**Figures 2A, B**). Thus, vimentin enhances the ability of neutrophils to swarm.

**Figure 2:**
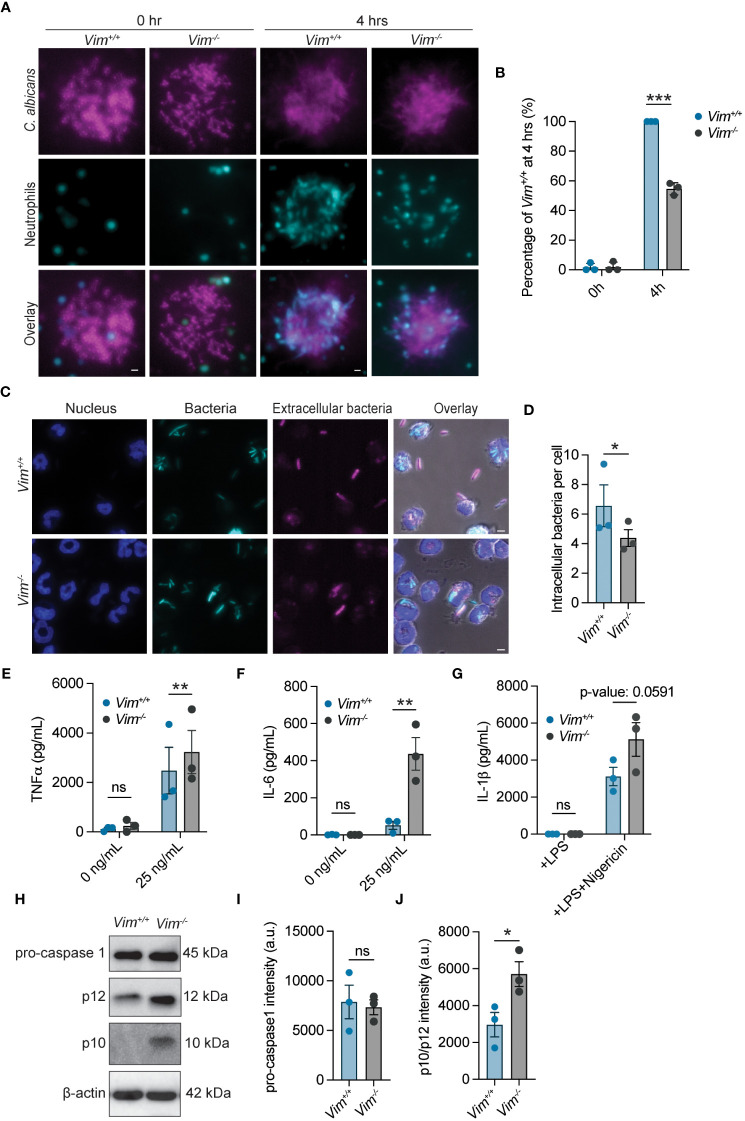
Functional analysis of neutrophils with and without vimentin. **(A)** Representative images of *Vim^+/+^* and *Vim^-/-^* neutrophils swarming to *C. albicans.* Cyan, neutrophils; magenta, *C*. *albicans*. Scale bar: 10 μm. **(B)** Quantification of neutrophil swarming efficiency by intensity. Swarming of *Vim^+/+^* neutrophils is 100%. **(C)** Representative images of phagocytosis of *E*. *coli* by *Vim^+/+^* and *Vim^-/-^* neutrophils. blue, DNA; cyan, all *E*. *coli*; magenta, extracellular *E*. *coli*. Scale bar: 5 μm. **(D)** Quantification of number of intracellular bacteria per cell in *Vim^+/+^* and *Vim^-/-^* neutrophils. Extracellular bacteria were defined as bacteria that stain with an anti-*E. coli* antibody, and intracellular bacteria are the GFP positive bacteria that do not stain with the anti-*E. coli* antibody. For each experiment, the average number of intracellular bacteria per cell was determined in at least 75 cells for *Vim^+/+^* and *Vim^-/-^* neutrophils that contained bacteria. Dots are the mean intracellular bacteria per cell. **(E, F)** Quantification of TNFα **(E)** or IL-6 **(F)** produced by *Vim^+/+^* and *Vim^-/-^* neutrophils in response to LPS stimulation at 6 hours. **(G)** Quantification of IL-1β produced by *Vim^+/+^* and *Vim^-/-^* neutrophils in response to treatment with LPS alone or LPS and nigericin at 2 hours. **(H)** Representative western blot for pro-caspase-1, p12, and p10 after LPS and nigericin (to induce inflammasome activation) stimulation of *Vim^+/+^* and *Vim^-/-^* neutrophils. **(I, J)** Quantification of pro-caspase-1 **(I)** and p12/p10 levels **(J)**. **(B, D, E–G, I, J)** Data mean ± SEM. Dots are independent experiments. ns, not significant; *p <0.05; **p<0.01; ***p<0.001 by two-way ANOVA with Sidak’s *post hoc* test **(B, E–G)** and paired t-test **(D–J)**.

In addition to swarming to the site of pathogens, neutrophils phagocytose and kill pathogens (37). The role of vimentin in phagocytosis was determined by examining the efficiency by which *Vim^+/^* ^+^ and *Vim^-/^* ^-^ neutrophils phagocytosed *E. coli. Vim^-/-^* neutrophils showed fewer intracellular bacteria (~4.3 bacteria/cell) compared to *Vim^+/^* ^+^ neutrophils (~6.5 bacteria/cell) (**Figures 2C, D**). Although, there was no difference in the number of *Vim^+/^* ^+^ or *Vim* ^-/-^ neutrophils that could phagocytose *E. coli* (**Supplementary Figure S1A**). These data show that vimentin enhances the efficiency of phagocytosis of *E. coli* by neutrophils.

Neutrophil extracellular traps (NETs) are large, extracellular, web-like structures composed of cytosolic and granule proteins that are assembled on a scaffold of decondensed chromatin and are released by neutrophils at sites of infection to kill pathogens (43). Vimentin associates with NETs (44), suggesting the presence of vimentin may alter the efficiency of NET formation. To measure NET release, we quantified the percentage of cells that were associated with extracellular DNA. We found that NET release was similarly efficient in *Vim* ^-/-^ neutrophils as compared to the *Vim^+/^* ^+^ neutrophils (**Supplementary Figures S1B, C**). Our observation indicates that vimentin does not significantly alter NET formation in these cells.

To examine neutrophil degranulation during LPS stimulation, we measured levels of released matrix metalloprotease 9 (MMP-9). We observed that, at 2, 4, and 6 hours of LPS stimulation, supernatants from *Vim^+/^* ^+^ and *Vim^-/-^* neutrophils showed similar levels of MMP-9 by ELISA (**Supplementary Figure S1D**). These data show that vimentin has minimal effects on degranulation of neutrophils in our assay.

### Vimentin restricts inflammasome activation and cytokine production in neutrophils

Because vimentin is involved in the inflammatory response (14), we examined the effects of vimentin on cytokine production and inflammasome activity. As TNFα and IL-6 are canonical pro-inflammatory cytokines produced in response to LPS stimulation, we compared the amount of these cytokines released from cells in response to LPS treatment by ELISA. We found that more IL-6 and TNFα were released from *Vim^-/-^* neutrophils at 2, 4, and 6 hours of stimulation with LPS (**Figures 2E, F** and **Supplementary Figures S1E, F**). There were no significant changes in the quantities of IL-6 and TNFα detected from unstimulated cells over time (**Figures 2E, F** and **Supplementary Figures S1E, F**). These results are consistent with previous findings that vimentin restricts inflammatory cytokine production in macrophages (45). In contrast to IL-6 and TNFα, some cytokines such as IL-1β are activated and released from cells by activity of inflammasomes. Previous reports show that assembly of the NLRP3 inflammasome is dependent on the presence of vimentin, and in its absence, IL-1β is not cleaved or released from cells (14). In contrast to previous reports, we observed efficient release of IL-1β from cells lacking vimentin, and by 2 hours of LPS and nigericin stimulation, there was a trend of more IL-1β release (~1.5 fold) from *Vim^-/-^* neutrophils compared to *Vim^+/^* ^+^ neutrophils (**Figure 2G**). To further test the effects of vimentin on inflammasome activation, we performed western blots to examine activation of caspase-1 in *Vim^-/-^* and *Vim^+/^* ^+^ neutrophils under stimulation with LPS and nigericin for 2 hours. Consistently, the levels of pro-caspase-1 were unchanged, but we observed a 1.9-fold increase in total p12/p10 cleavage products in *Vim^-/-^* neutrophils compared to *Vim^+/^* ^+^ neutrophils (**Figures 2H–J**). Together, our data show the inflammasome is activated independently of vimentin in neutrophils.

### Neutrophils lacking vimentin produce more ROS

ROS is an important mechanism for protection against bacteria and serves as first line of defense against pathogens (46, 47). Previous studies have shown that vimentin modulates ROS production in bone marrow-derived macrophages and in the human monocytic cell line THP-1, suggesting it may have similar functions in neutrophils (15). To test whether vimentin deficiency changes neutrophil ROS production, ROS levels were measured by reactivity with cytochrome c (24). We showed that *Vim^-/-^* neutrophils produced 43% more ROS when compared to *Vim^+/^* ^+^ cells (**Figure 3A**). ROS can be produced as byproducts of metabolic processes or can be inducibly produced in response to stimuli through NADPH oxidase complex assembly. When neutrophils were stimulated with PMA to activate PKC, both *Vim^+/^* ^+^ and *Vim^-/-^* neutrophils showed similar levels of ROS production and significantly higher levels compared to unstimulated conditions (**Figures 3A, B**). Because *Vim^-/-^* neutrophils produce more ROS at baseline and there is no difference in the amount of ROS produced upon stimulation, these data suggest that metabolic differences between the cells may be driving the differences in the amount of ROS produced at baseline.

**Figure 3:**
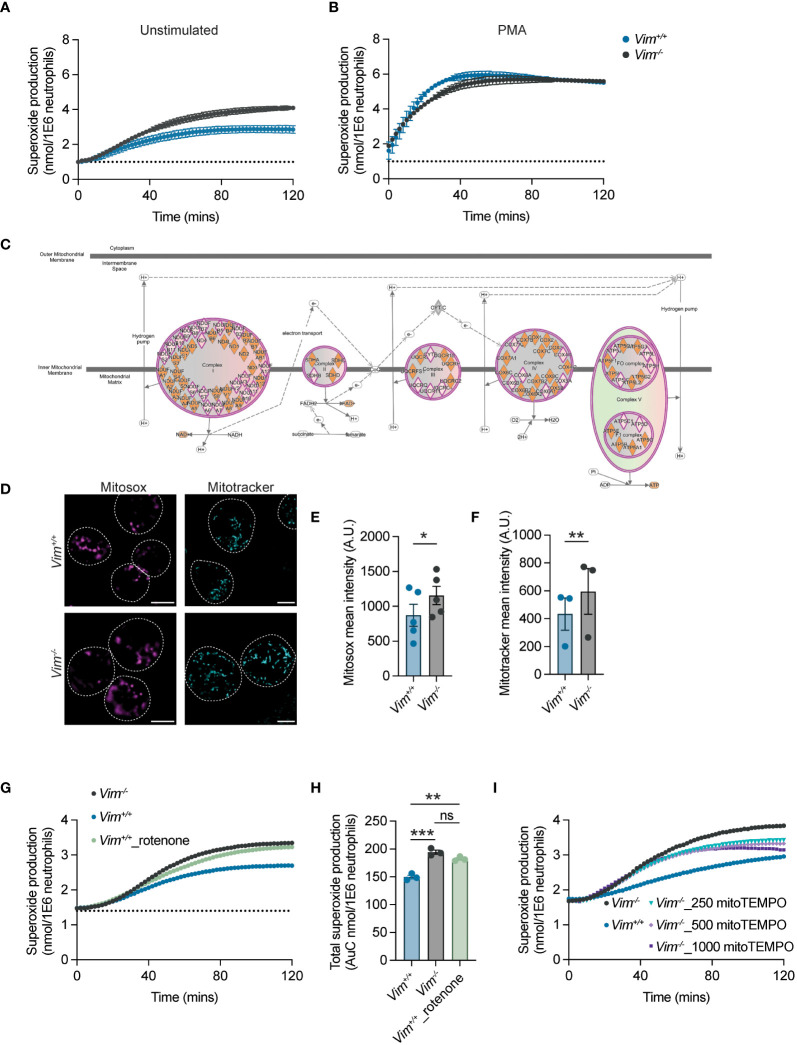
Vimentin regulates mitochondrial ROS production. **(A, B)** ROS production from neutrophils was measured by cytochrome c reactivity in unstimulated cells **(A)** or PMA-treated cells **(B)**. Blue, *Vim^+/+^*; gray, *Vim^-/-^* neutrophils. **(C)** Ingenuity Pathway Analysis showing multiple genes in electron transport chain complexes are down-regulated in *Vim^-/-^* neutrophils. Pink diamond, downregulated genes in *Vim^-/-^* as compared to *Vim^+/+^* neutrophils. **(D)** Vimentin reduces mitochondria and mitochondrial-derived ROS. Representative images. Dotted lines are cells boundaries. Cyan, mitotracker; magenta, mitosox. Scale bar: 5 μm. **(E)** Mitosox intensity per cell. **(F)** Mitotracker intensity per cell. **(G)** Inhibitor of complex I of the electron transport chain, rotenone, increases ROS production. **(H)** Quantification of total superoxide production of **(G)**. **(I)** Addition of mitoTEMPO, a SOD mimetic, reduces ROS production. Dots are independent experiments, and data are mean ± SEM. ns, not significant; *p <0.05; **p<0.01, ***p-value<0.001. Significance was determined by paired t-test **(E, F)** or one-way ANOVA with Sidak’s *post hoc* test **(H)**.

### Lack of vimentin leads to mitochondrial dysfunction and mitochondrial ROS overproduction

Previous reports showed that vimentin limits the production of ROS by directly interacting with and inhibiting the formation of the NADPH oxidase complex (15). We observed that ROS production with PMA treatment was unchanged in neutrophils lacking vimentin (**Figure 3B**), suggesting that, in these cells, vimentin was altering ROS production through a different mechanism. Vimentin loss likely affects multiple pathways and is known to alter the metabolism of fibroblasts by regulating mTOR signaling (48, 49) and is involved in mitochondrial regulation (7, 50–52). Given the importance of ROS production for neutrophil antimicrobial activity, we sought to determine whether analysis of gene expression by RNA-Seq (**Supplementary Figure S2** and **Supplementary Material 1**) could point to a mechanism for how vimentin affects the functions of neutrophils. To do so, RNA was isolated from neutrophils at baseline and following stimulation with LPS. 

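The neutrophils were differentiated in culture from clonal HoxB8-immortalized progenitors, which are mouse bone marrow cells that divide while an estrogen-dependent HoxB8 is active and mature once estrogen is removed. Libraries were made from the mRNA of 2 *Vim+/+* clones and 3 *Vim-/-* clones, each unstimulated and after 1 hour with 25 ng/mL LPS, giving 10 libraries in 4 groups. The sample labels describe the *Vim-/-* cells as a knockdown, whereas the paper derives them from knockout mice, and the paper's genotype names are used here. The authors aligned the reads to mm10 with STAR, estimated 4 covariates of unwanted variation with RUVSeq, and used DESeq2 to normalize the counts and fit the model. The data analysed here are the authors' 4 tables of comparisons, unstimulated and LPS-treated neutrophils of the 2 genotypes against each other and LPS against unstimulated in each genotype. Each of the authors' deposited tables lists the same 13091 genes with a mean normalized count over the libraries (baseMean), a log2 fold change, its standard error, a Wald statistic, a p-value and an adjusted p-value. They give comparisons and not values per library, so the depth of each library is unknown and the spread between clones cannot be seen. The standard error holds what the 4 covariates left over, and these can take up differences between clones. Confidence intervals computed from the standard error therefore need not cover the spread between clones. The baseMean values summed to 55507688 normalized counts, with a median of 907 per gene. For all 13091 genes the baseMean was the same in the 4 tables, and for 13034 genes the 4 fold changes added up within a tolerance of 1e-06, as they do when 1 model is fitted to all libraries. For each of the other 57 genes, 1 comparison is listed at exactly 0 with a p-value of 1, which DESeq2 lists where every library of both groups has a count of 0. For 50 of them it is LPS against unstimulated *Vim+/+* neutrophils and for 4 that of *Vim-/-* neutrophils, and for 3 the genotypes at baseline. With 10 libraries, 4 groups and 4 covariates, such a model leaves 2 residual degrees of freedom. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of Supplementary Figure S2. All genotype fold changes were turned to *Vim-/-* over *Vim+/+* unless stated otherwise, and 95% confidence intervals were computed from the standard errors. *Vim*, on chromosome 2 of GRCm38 (the RefSeq build equivalent to mm10) from 13574311 to 13582826, checked the direction of the labels. In the authors' deposited tables its log2 fold change was -13.56 (standard error 0.335) in unstimulated and -12.44 (standard error 0.243) in LPS-treated neutrophils, with adjusted p-values listed as 0. The intervals ran from -14.22 to -12.91 and from -12.91 to -11.96.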

Given the robust differences in the amount of proinflammatory cytokine produced in response to LPS treatment, we anticipated observing distinct genes activated leading to the production of proinflammatory cytokines such as in the NF-κB signaling pathway, but we observed similar genes activated in response to LPS for both *Vim^-/-^* and *Vim^+/^* ^+^ neutrophils (**Supplementary Figure S3**). This suggested that the phenotypic difference observed between cells arises not from differential activation of pathways in response to stimulation, but may arise from differences already present at baseline in the cells. 

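The authors' deposited tables held 172 called genes for LPS against unstimulated *Vim+/+* neutrophils, of which 142 rose and 30 fell, and 143 for *Vim-/-* neutrophils, of which 113 rose and 30 fell. The overlap of these calls was 98 genes, 45.2% of the 217 genes called in either genotype, and all 98 changed in the same direction. Of the 217 genes, 194 had the same direction in both genotypes. Across the 217 genes the log2 fold changes of the 2 genotypes had a Pearson r of 0.36 and a Spearman rho of 0.53, where genes are not independent replicates. Among the 182 called genes with a baseMean of at least 100, 95 were called in both genotypes (52.2%), with an r of 0.78 and a rho of 0.67. Of the 74 genes called only in *Vim+/+* neutrophils, 34 had an unadjusted p under 0.05 in *Vim-/-* neutrophils, and of the 45 called only in *Vim-/-* neutrophils, 24 did so in *Vim+/+* neutrophils. The overlap moved most when the fold-change threshold was dropped, to 168 genes, since the calls grew to 284 and 272. Its share of the 388 genes then called in either genotype was 43.3%. A list of 52 NF-κB response genes, of which 48 were in the tables, stood in for the Hallmark set of Supplementary Figure S3. Its median log2 fold change was 2.04 in *Vim+/+* and 2.26 in *Vim-/-* neutrophils, each above all 10000 random lists of the same size matched on baseMean (percentile 100). On this list, 30 genes were called in *Vim+/+* and 31 in *Vim-/-* neutrophils, and 28 in both. Counting the adjusted p alone, 32 and 35 genes of the list passed over all genes tested, and 41 and 39 adjusted over the list alone. Between the genotypes' responses, 24 genes of the list had a more positive and 24 a more negative fold change in *Vim-/-* neutrophils. The median difference of 8.28e-05 on the log2 scale lay at the 83.8th percentile of matched lists, and at the 97.3rd for the 42 genes with a baseMean of at least 100. Against lists also matched on the length of the longest transcript it lay at the 49.9th percentile. With the principal transcript, a setting added after the data were seen, it lay at the 44.8th. The median difference therefore decides nothing, and 4 genes passed the test of the difference individually. Among called genes with a baseMean of at least 100, *Cxcl10* rose most in the authors' deposited tables, by a log2 fold change of 9.20 (standard error 2.10) in *Vim+/+* and 7.85 (standard error 1.62) in *Vim-/-* neutrophils. *Cxcl3* followed in *Vim+/+* neutrophils in the authors' deposited table at 6.53 (standard error 1.25). The lowest values in the authors' deposited tables were -4.82 (standard error 1.28) for *Gm36355* in *Vim+/+* and -2.37 (standard error 0.463) for *Gadd45g* in *Vim-/-* neutrophils, and *Gadd45g* was also called in *Vim+/+* neutrophils at -2.26. *Zfp467* at -2.24 and *Rgs2* at -2.07 were the next lowest in *Vim-/-* neutrophils in the authors' deposited table.

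**Figure D1:**
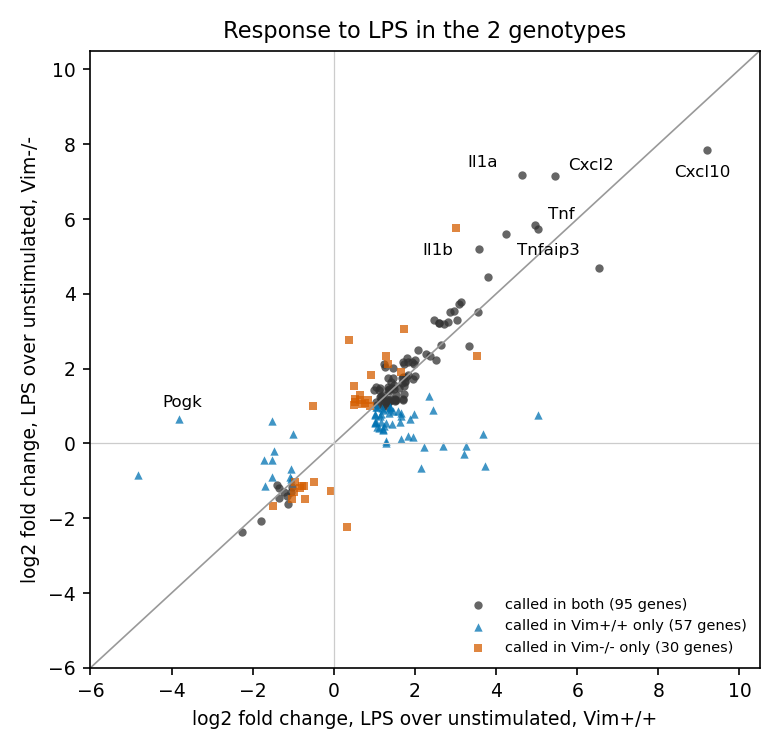
Log2 fold change of LPS over unstimulated in *Vim+/+* (x axis) and *Vim-/-* neutrophils (y axis) for the 182 genes with a baseMean of at least 100 that were called in either genotype, from the authors' deposited tables. Each point is a gene, shaped by the genotype in which it was called, and the diagonal marks an equal response. Of the 95 genes called in both genotypes, *Il1a* and *Cxcl2* lie above the diagonal, and *Cxcl10*, the gene that rose most, lies below it.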

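The difference between the LPS responses of the 2 genotypes was tested for each gene from the log2 fold changes and standard errors (two-sided normal test, Benjamini-Hochberg adjustment over 13091 genes). This test is approximate, since the covariance through the shared covariates is not in the tables. It passed an adjusted p under 0.05 for 10 genes, 8 with a more positive and 2 with a more negative fold change in *Vim-/-* neutrophils, and 791 genes had an unadjusted p under 0.05. Of the 10 genes, 5 had a baseMean under 100. Restricted to genes with a baseMean of at least 100, the test passed for 4 genes, *Il1a*, *Tnfaip3*, *Il1b* and *Cxcl2*. For *Il1a*, on chromosome 2 from 129299609 to 129310186, the authors' deposited tables gave a log2 fold change of 7.17 in *Vim-/-* and 4.64 in *Vim+/+* neutrophils, and the difference was 2.53 (standard error 0.393, adjusted p = 7.92e-07). The difference was 1.35 (standard error 0.216, adjusted p = 1.48e-06) for *Tnfaip3*, 1.64 (standard error 0.347, adjusted p = 0.00607) for *Il1b* and 1.69 (standard error 0.371, adjusted p = 0.0111) for *Cxcl2*. *Pogk* passed with a difference of 4.47 (adjusted p = 0.0344), but not when the difference was taken between the 2 genotype comparisons, and over the settings tried its adjusted p ranged from 0.0265 to 0.198. For *Tnf* the difference was 0.88 (standard error 0.229) and did not pass (adjusted p = 0.0991), nor did *Il6* at 0.63 (standard error 0.607, adjusted p = 0.979). *Tnf* lies on chromosome 17, whose genes as a group were lower in *Vim-/-* neutrophils. For LPS over unstimulated, the chromosome's median departed from that of all placed genes by only -0.0043 in *Vim-/-* and -0.0468 in *Vim+/+* neutrophils. The shift therefore bears on *Tnf* between the genotypes and hardly on its difference in LPS response. The 4 genes that passed at a baseMean of at least 100 started lower in unstimulated *Vim-/-* neutrophils, with log2 fold changes over *Vim+/+* of -1.90, -0.77, -1.38 and -1.35 in the authors' deposited table for *Il1a*, *Tnfaip3*, *Il1b* and *Cxcl2*. With the Wald statistics centred on their median and divided by their robust spread, only *Il1a* passed at baseline (adjusted p = 0.0339), and *Tnfaip3*, *Il1b* and *Cxcl2* did not (0.179, 0.0815 and 0.163). After LPS they stood at 0.63, 0.58, 0.26 and 0.34 in the authors' deposited table, of which only *Tnfaip3* had an adjusted p under 0.05 (0.00212). Of the 917 genes called between the genotypes at baseline, 852 (92.9%) had the same direction after LPS and 430 were called again. Across the 917 genes, which were selected for a difference at baseline, the 2 sets of fold changes had a Pearson r of 0.80 and a Spearman rho of 0.77, whereas the r was 0.53 over all 13091 genes and 0.85 over all those with a baseMean of at least 100. Both comparisons come from the same clones, so any difference between clones that is unrelated to vimentin is kept in the same way.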

Our RNA-Seq analysis showed 108 genes upregulated and 416 genes downregulated when comparing *Vim^-/-^* and *Vim^+/^* ^+^ neutrophils at baseline. 

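In the authors' deposited table, 917 of the 13091 genes were called between unstimulated *Vim-/-* and *Vim+/+* neutrophils, of which 703 were higher and 214 lower in *Vim-/-* neutrophils, and 3867 genes had an unadjusted p under 0.05. After LPS the authors' deposited table held 683 called genes, 475 higher and 208 lower. Of the genes called at baseline, 318 of those higher and 112 of those lower were called again after LPS, and 385 and 102 were not. With no fold-change threshold the count was 2410, of which 1620 were higher and 790 lower. The Wald statistics at baseline had a median of 0.253 and a robust spread of 1.83 in place of 0 and 1, and after subtracting that median and dividing by the spread 160 genes were called, 114 higher and 46 lower in *Vim-/-* neutrophils. Of those 160 genes 71.2% were higher in *Vim-/-* neutrophils, against 76.7% of the 917. The lowest fold changes among called genes with a baseMean of at least 100 were those of *Vim*, of *Fbp2*, on chromosome 13 from 62836884 to 62858400, and of *Spats2*, on chromosome 15 from 99125926 to 99213215. The authors' deposited table gave -11.76 (standard error 2.05) for *Fbp2* and -9.78 (standard error 2.52) for *Spats2*. The standard errors of *Fbp2* and *Spats2* exceed that of *Vim*, and the tables do not show whether every clone carries the difference. The highest were *Mapk7*, *Ncam1* and *Tsnax*, for which LPS against unstimulated *Vim+/+* neutrophils is listed at 0 with a p-value of 1 in the authors' deposited table, as for genes without a read in any of the 4 *Vim+/+* libraries, so their fitted fold changes give no size. Of the 917 called genes, 25 are so listed in *Vim+/+* and 0 in *Vim-/-* neutrophils. After LPS, *2610524H06Rik* joined the highest at 11.29 (standard error 1.59, baseMean 256) in the authors' deposited table. No comparison of *2610524H06Rik* is listed at 0, but its standard error after LPS was like those of *Ncam1* and *Tsnax* (1.56 each). The size of its fitted fold change is therefore uncertain as well. Genes carried along with the targeted allele would lie next to *Vim*. Within 5 Mb of it, 3 of 29 genes were called (10.3%), against 7.00% of 12718 genes elsewhere (Fisher's exact test, two-sided p = 0.453).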

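Pathways of mTOR and EIF2 signaling both hold ribosomal proteins, so the 82 ribosomal protein genes in the tables were examined as 1 list. Their median log2 fold change in unstimulated *Vim-/-* over *Vim+/+* neutrophils was -0.71, with 81 of 82 genes lower and the median below all 10000 random lists matched on baseMean (percentile 0). In the authors' deposited table, 69 of them had an adjusted p under 0.05 and 6 were called, while 73 passed adjusted over the list alone and 19 with the Wald statistics centred on their median and divided by their robust spread. After LPS the median was -0.45, with 79 of 82 genes lower. Over all genes tested 46 then passed, 1 of them higher in *Vim-/-* neutrophils. Adjusted over the list alone 70 passed, but only 2 at the wider spread of the Wald statistics. The 77 mitochondrial ribosomal protein genes had a median of -0.34 at baseline, with 69 lower (percentile 0), and 12 passed over all genes tested as well as adjusted over the list alone, and 0 at the wider spread. Across 12322 genes the baseline fold change rose with the length of the longest GENCODE transcript (Spearman rho 0.29, where genes are not independent replicates), and the median length was 1076 bases for ribosomal protein genes against 3197 for all genes. Random lists matched on both length and baseMean had a median of -0.20 for the ribosomal protein list and -0.09 for the mitochondrial ribosomal list, and both lists still lay below all of them. Matched on the length of the principal transcript of the annotation instead, a setting added after the data were seen, the random lists had medians of -0.24 and -0.11, with both lists again below all of them. Length was matched in 5 bins, which is too coarse to exclude it as the whole cause. *Mtor* itself had a log2 fold change of 0.17 (standard error 0.235, adjusted p = 0.686) in the authors' deposited table.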

To make more sense of how these genes are related, we used our RNA-Seq data to identify enrichment of genes in particular cellular pathways and to predict the impact of the observed gene expression on pathway activity using Ingenuity Pathway Analysis, and observed significant changes in pathways related to mTOR signaling, EIF2 signaling, and mitochondrial function in *Vim^-/-^* neutrophils compared to the *Vim^+/^* ^+^ cells (**Supplementary Figure S4** and **Supplementary Material 2**). 

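The NADPH oxidase of neutrophils is assembled from membrane and cytosolic subunits and a Rac GTPase, and all 7 genes of the list for it were in the tables with a baseMean of at least 19105. None of the 7 passed an adjusted p under 0.05 between unstimulated *Vim-/-* and *Vim+/+* neutrophils by the authors' DESeq2 test, while 2 had an unadjusted p under 0.05. The genes lay between -0.35 for *Cyba* (standard error 0.148, adjusted p = 0.0784) and 0.20 for *Cybb* (standard error 0.129, adjusted p = 0.291) on the log2 scale in the authors' deposited table. Adjusted over the list alone, 0 genes passed, with a smallest adjusted p of 0.0988. After LPS, 0 of the 7 passed and 1 had an unadjusted p under 0.05. With all fold changes centred on the median of genes with a baseMean of at least 100, 1 gene passed, *Cyba* at -0.41 (adjusted p = 0.0336). With fold changes centred on genes of like length of the longest or of the principal transcript, settings added after the data were seen, 1 gene passed, while *Cyba* stood at 0.06 in each (adjusted p = 0.869 and 0.867). Over all the settings tried the adjusted p of *Cyba* ranged from 0.0336 to 0.869. Of 7 other genes of the Nox and Duox families, 1 was in the tables.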

Consistent with our functional data showing PMA stimulation of NADPH oxidase resulted in production of similar amounts of ROS (**Figure 3B**), there were no changes in NADPH oxidase gene expression in our RNA-Seq data (**Supplementary material 1**). One mechanism for cells to remove ROS produced via metabolic processes is through the superoxide dismutases SOD1 and SOD2. We observed ~1.8- and ~1.7-fold increases in SOD1 and SOD2 in unstimulated *Vim^+/^* ^+^ neutrophils as compared to *Vim^-/-^* neutrophils and ~1.5- and 1.3-fold increases in SOD1 and SOD2 in stimulated *Vim^+/^* ^+^ neutrophils compared to stimulated *Vim^-/-^* neutrophils. These data suggest that the greater levels of SOD1 and SOD2 in *Vim^+/+^* neutrophils may lead to lower levels of ROS in these cells. 

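*Sod1*, which encodes the cytosolic superoxide dismutase, lies on chromosome 16 of GRCm38 from 90220762 to 90226333. *Sod2*, which encodes the mitochondrial enzyme, lies on chromosome 17 from 13007839 to 13018119. From the log2 fold changes and standard errors in the authors' deposited tables, *Sod1* was 1.80-fold higher in unstimulated *Vim+/+* than in *Vim-/-* neutrophils (95% confidence interval 1.44 to 2.24) and 1.55-fold higher after LPS (1.24 to 1.93). *Sod2* was 1.62-fold higher in unstimulated *Vim+/+* neutrophils (1.32 to 1.99) and 1.29-fold higher after LPS (1.05 to 1.58). The adjusted p in the authors' deposited tables was 6.97e-06 and 0.00221 for *Sod1* at baseline and after LPS, and 8.77e-05 and 0.0983 for *Sod2*, so the difference in *Sod2* after LPS did not pass 0.05. Adjusted over the list alone, both genes passed at baseline (3.79e-07 and 3.50e-06). LPS itself raised *Sod2*, by a log2 fold change of 1.84 (standard error 0.162) in *Vim+/+* and 2.17 (standard error 0.136) in *Vim-/-* neutrophils in the authors' deposited tables, a difference that did not pass (0.33, adjusted p = 0.912). No change of *Sod1* with LPS passed in either genotype (adjusted p = 0.882 and 1 in the authors' deposited tables). Neither baseline difference passed when the Wald statistics were centred on their median and divided by their robust spread, with an adjusted p of 0.128 for *Sod1* and 0.235 for *Sod2*. Over all the settings tried at baseline, the adjusted p ranged from 7.61e-08 to 0.128 for *Sod1* and from 1.04e-09 to 0.235 for *Sod2*. The lowest of these came from centring fold changes on genes of like length of the longest transcript, which for *Sod1*, at 3970 bases, is annotated as a retained intron, while its principal transcript has 641 bases. Centred on genes of like length of the principal transcript, *Sod1* was 1.35-fold higher in *Vim+/+* neutrophils at baseline (adjusted p = 0.0557) and 1.32-fold higher after LPS (adjusted p = 0.0993, in a range from 0.000523 to 0.188 over all the settings tried), and neither passed. For *Sod2* the longest transcript, at 5861 bases, is also the principal one, and the baseline difference passed (1.99-fold, adjusted p = 4.09e-09). Both ways of centring on length were added after the data were seen. Genes of chromosome 17 had a median log2 fold change of -0.33 in *Vim-/-* over *Vim+/+* neutrophils at baseline, a departure of -0.39 from that of all placed genes. With that departure taken off, a setting added after the data were seen, *Sod2* was 1.24-fold higher in *Vim+/+* neutrophils at baseline (adjusted p = 0.152) and 1.04-fold higher after LPS (adjusted p = 0.901). *Sod3*, the extracellular enzyme, was not among the 13091 genes.

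**Figure D2:**
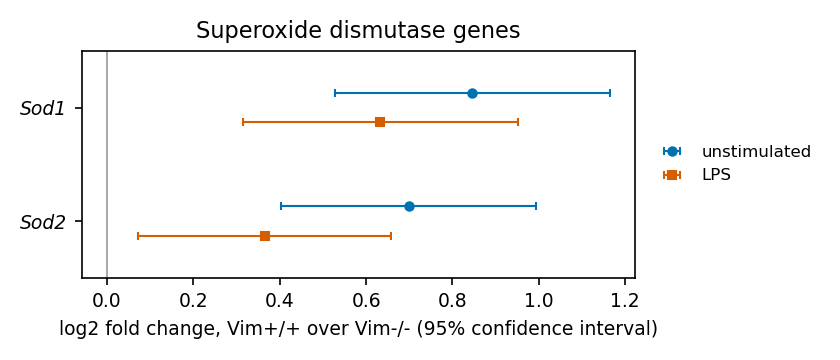
Log2 fold change of *Vim+/+* over *Vim-/-* neutrophils (x axis) for *Sod1* and *Sod2*, from the authors' deposited tables. Circles are unstimulated and squares LPS-treated neutrophils, bars are 95% confidence intervals, and both genes lie closer to 0 after LPS (0.63 and 0.37) than at baseline (0.85 and 0.70).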

Interestingly, we also noted that there were additional changes to mitochondrial function that are consistent with metabolic changes leading to increased levels of ROS at baseline. Specifically, multiple genes in the electron transport chain (ETC) are downregulated in *Vim^-/-^* neutrophils (**Figure 3C**) and genes associated with mitochondrial dysfunction were upregulated in the *Vim^-/-^* cells (**Supplementary material 2**). Together these data suggest that decreased ETC activity in the mitochondria and decreased levels of SOD1/2 may drive the differences observed in ROS levels at baseline in our cells.

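The ETC was examined as the nuclear-encoded subunits of complexes I to V, with 78 of its 79 genes in the tables. The median log2 fold change of unstimulated *Vim-/-* over *Vim+/+* neutrophils was -0.43, with 74 of 78 genes lower, and this median was below all 10000 random lists of the same size matched on baseMean (percentile 0). In the authors' deposited table, 39 of the 78 genes had an adjusted p under 0.05, each lower in *Vim-/-* neutrophils, and 47 passed adjusted over the list alone. With the Wald statistics centred on their median and divided by their robust spread, 2 of the 78 passed, *Ndufv3* and *Ndufa13* (adjusted p = 0.0136 and 0.0478). None of the 78 was called, since none reached an absolute log2 fold change over 1. By complex, the medians were -0.46 for complex I (36 genes), -0.20 for complex II (4 genes), -0.40 for complex III (9 genes), -0.53 for complex IV (12 genes) and -0.40 for complex V (17 genes). At baseline only the median of complex II lay within the middle 95% of matched lists. After LPS those of complexes II, III and V did (percentiles 61.7, 11.6 and 3.43). The genes with the strongest Wald statistics were *Ndufv3*, *Ndufa13* and *Atp5h*. *Ndufv3*, on chromosome 17 from 31520115 to 31531326, had a log2 fold change of -0.99 (standard error 0.146, adjusted p = 1.08e-09) in the authors' deposited table. *Ndufa13* stood at -0.87 (standard error 0.146, adjusted p = 1.40e-07) and *Atp5h* at -0.74 (standard error 0.165, adjusted p = 0.000147) in the authors' deposited table. *Sdha* at 0.11 and *Ndufs1* at 0.08 in the authors' deposited table were among the 4 genes that were higher, and neither passed (adjusted p = 0.706 and 0.785). *Ndufv3* is 1 of 6 ETC genes on chromosome 17, whose genes as a group were lower in *Vim-/-* neutrophils, and without those 6 genes the median was -0.41. ETC transcripts are short, and random lists matched on length as well as baseMean had a median of -0.22 for the longest and -0.25 for the principal transcript, the latter added after the data were seen, with the ETC list still below all of them. After LPS the ETC median was -0.20, with 66 of 78 genes lower, and 8 had an adjusted p under 0.05 in the authors' deposited table and 6 adjusted over the list alone, and 1 at the wider spread, while the lists matched on the longest transcript had a median of -0.11. The median change between the 2 comparisons was 0.21, above all random lists, and 0 genes passed the normal test of the change individually. Of the 13 mitochondrially encoded subunits, 11 were lower at baseline, with a median of -0.33 (percentile 1.92), and 2 passed over all genes tested and 3 adjusted over the list alone. After LPS 12 were lower, with a median of -0.46 (percentile 0.21), and 3 passed over all genes tested and 4 adjusted over the list alone, among them *ND5* at -0.64 (standard error 0.122, adjusted p = 7.49e-06) in the authors' deposited table. Unlike that of the nuclear-encoded list, this median did not lie closer to 0 after LPS, and its change was not tested. *ND4L*, the highest at baseline, stood at 0.97 (standard error 1.11) in the authors' deposited table, and part of these genes share sequence with nuclear copies. *Cycs*, which encodes cytochrome c, had a log2 fold change of -0.16 (standard error 0.265, adjusted p = 0.734) in the authors' deposited table. For mitochondrial dysfunction, the paper's table of pathways was at hand with only part of the gene list, so no count was made of its genes. The paper reports lower expression of ETC genes and of *Sod1* and *Sod2*, and higher expression of genes tied to mitochondrial dysfunction. From these it proposes that reduced ETC activity and lower dismutase levels may drive the difference in ROS at baseline.

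**Figure D3:**
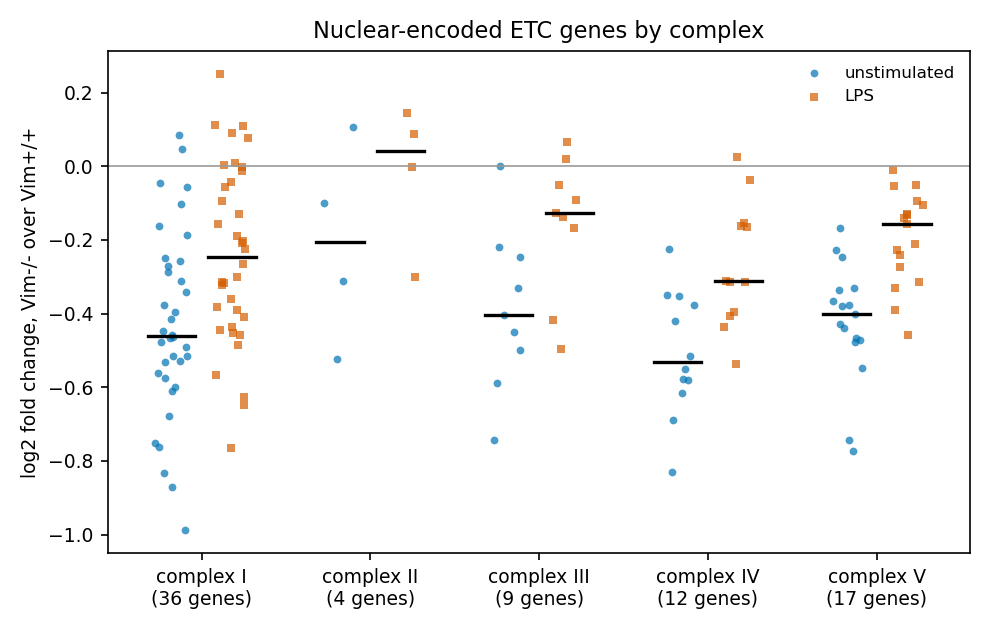
Log2 fold change of *Vim-/-* over *Vim+/+* neutrophils (y axis) for the 78 nuclear-encoded ETC genes by complex, from the authors' deposited tables. Each point is a gene, circles are unstimulated and squares LPS-treated neutrophils, and bars are medians. Complex IV has the lowest median at baseline (-0.53), and each complex lies closer to 0 after LPS than at baseline.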

To explore whether the changes in ROS production are related to mitochondria, we examined the mitochondrial membrane potential and mitochondrial-derived ROS production by staining *Vim^+/+^* and *Vim^-/-^* neutrophils with mitotracker green and mitosox red, respectively. We observed ~1.5-fold increase in the intensity of mitotracker and ~1.3-fold increase in the intensity of mitosox in *Vim^-/-^* neutrophils compared to *Vim^+/+^* neutrophils (**Figures 3D–F**). These results show that the higher rates of ROS produced by the *Vim^-/-^* neutrophils observed above (**Figures 3A, B**) are associated with differences in the amount of ROS produced in mitochondria.

As the expression of ROS scavengers SOD1/2 and multiple genes associated with ETC are downregulated in *Vim^-/-^* compared to *Vim^+/+^* neutrophils, we asked whether we could rescue the ROS levels by manipulating the ETC or SOD activity. To test whether downregulation of ETC genes in *Vim^-/-^* neutrophils drives ROS overproduction in our cells, we inhibited ETC complex I in *Vim^+/+^* neutrophils with rotenone (53). Consistent with our hypothesis, we observed that treatment with rotenone increases the ROS production of *Vim^+/+^* neutrophils by 1.4-fold, which lead to ROS production that was similar to untreated *Vim^-/-^* neutrophils (1.5-fold) (**Figures 3G, H**). Similarly, to test whether increased levels of the mitochondrial-specific ROS scavengers SOD1/2 contributed to decreased levels of ROS in *Vim^+/+^* neutrophils, we increased the levels of mitochondrial specific ROS scavengers in *Vim^-/-^* neutrophils with mitoTEMPO, a SOD mimetic that functions specifically in the mitochondria. We found that by increasing the amount of mitochondrial-specific ROS scavenger with mitoTEMPO, there was a 0.84-fold reduction of ROS production in *Vim^-/-^* neutrophils (**Figure 3I**). These data show that decreases in ETC and SOD1/2 drive ROS overproduction in *Vim^-/-^* neutrophils.

## Discussion

Vimentin is important for regulating neutrophil function. Here, we showed that the absence of vimentin in neutrophils caused defects in swarming and phagocytosis, but not NETosis and degranulation (**Figures 2A–D** and **Supplementary Figures S1B–D**). We observed that loss of vimentin increased TNFα, IL-6, IL-1β, and inflammasome activation (**Figures 2E–J**). We also showed a significant increase in mitochondrial ROS production and dysregulation of mitochondrial genes in *Vim^-/-^* compared to *Vim^+/+^* neutrophils using mitosox, mitotracker, and RNA-Seq data (**Figures 3A–F**). We demonstrated that we can alter changes in ROS production associated with vimentin by inhibiting mitochondrial complex I or using a SOD mimetic (**Figures 3G, H**). Altogether, these data suggest seemingly opposing roles for vimentin in regulating the antimicrobial activity of neutrophils (**Figure 4**).

**Figure 4:**
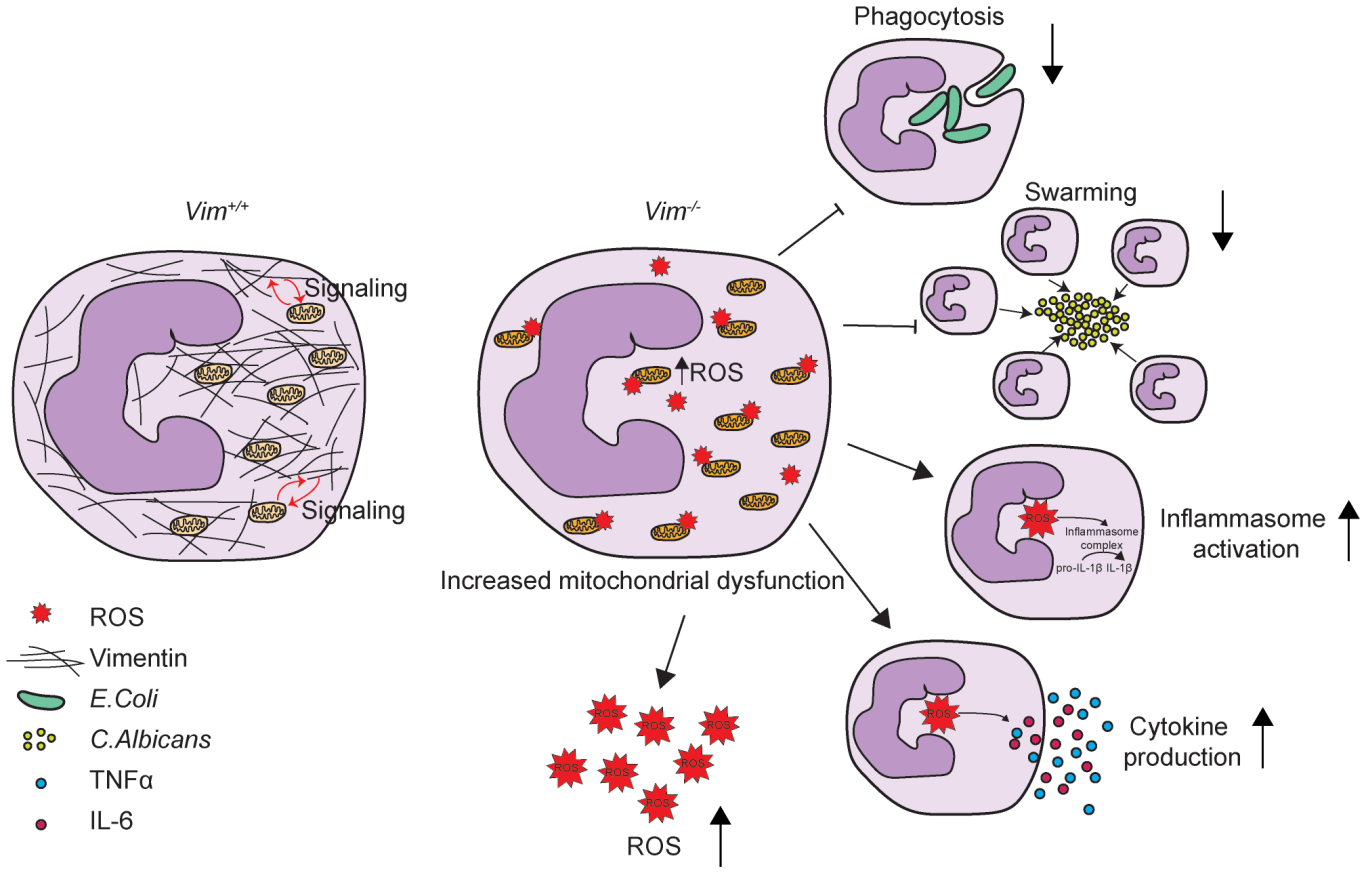
Schematic showing vimentin function in neutrophils. Vimentin supports mitochondrial function. In the absence of vimentin, mitochondria become dysregulated and produce more ROS. Vimentin loss also leads to decreased phagocytosis and swarming and increased inflammasome activation and proinflammatory cytokine production.

Phagocytosis, swarming, and NETosis are mechanisms neutrophils require to clear pathogens (54). Whereas these functions can be induced by cytokines and ROS (54–57), our data support a more direct requirement for vimentin in the ability of neutrophils to traffic to pathogens. We observed defects in swarming and phagocytosis despite increased production of IL-6, IL-1β, and ROS from *Vim^-/-^* neutrophils, which is consistent with previous reports showing defects in motility in cells lacking vimentin (10, 21, 22, 39, 40). On the other hand, previous studies showed that no differences were observed in the numbers of neutrophils recruited to the lungs in wild-type and *Vim^-/-^* mice when challenged with LPS (14), but a significant decrease in neutrophils recruited to the lungs of *Streptococcus suis* serotype 2-infected *Vim^-/-^* mice compared to wild-type mice (58). These data suggest that rather than motility per se, it is the signaling pathway leading to motility in response to particular stimuli that is regulated by vimentin.

Our results suggest a distinct mechanism by which vimentin affects inflammatory activation of neutrophils through regulation of mitochondrial ROS production. Whereas previous studies showed that differences in ROS production in macrophages lacking vimentin is derived from the NADPH oxidase complex (15), our studies show mitochondrial dysfunction leads to increased levels of ROS in neutrophils lacking vimentin. In neutrophils, mitochondria lack life-supporting activity but regulate cell death and ROS production (59). Previous studies have shown that neutrophils express an extremely low amount of cytochrome c, which likely leads to accumulation of electrons in the respiratory chain and subsequent formation of ROS (59). Here, we showed that *Vim^-/-^* neutrophils produce more mitochondria-specific ROS than *Vim^+/+^* neutrophils (**Figures 3A, C–F**). Previous studies showed that ROS production can induce apoptosis in neutrophils (60), thus, it is possible that *Vim^-/-^* neutrophils are more prone to cell death compared to *Vim^+/+^* neutrophils. However, as fully differentiated neutrophils rapidly undergo apoptosis after 24 hours (61), it is challenging to assess the role of vimentin in neutrophil cell death *in vitro* using our system.

Previously, vimentin was shown to be required for NLRP3 activation in macrophages (14). In contrast, we observe that vimentin is dispensable for NLRP3 activation in neutrophils. NLRP3 is regulated in neutrophils in a distinct manner from macrophages such that the components of the inflammasome are present in vacuoles (62), which suggests that the distinct regulatory mechanisms may be independent of vimentin in these cells and/or alternative scaffolds may be used for the assembly of the inflammasome. Alternatively, mitochondria-derived ROS can lead to the activation of the NLRP3 inflammasome (63, 64), suggesting that the increased levels of michondira-derived ROS may overcome the requirement of vimentin in these cells. Yet, macrophages produce more ROS through the NADPH oxidase complex upon vimentin knockout (15), which would suggest that ROS in general is unable to overcome vimentin-dependent inflammasome assembly and that, if the ROS was activating the inflammasome in our system, the ROS would likely either need to be derived from specific pools of ROS produced by mitochondria or related to the spatial location of the ROS produced by the mitochondria in these cells.

Together, our study suggests that vimentin regulates neutrophil functions by 1) supporting cellular structure and cell motility and 2) regulating mitochondrial ROS production. However, the mechanism of how vimentin regulates mitochondrial function and how vimentin affects the function of neutrophils *in vivo* is understudied and requires further investigation. As neutrophils are commonly involved in chronic inflammatory diseases and infection, a number of studies have focused on targeting neutrophil function as a possible treatment. Given the importance of vimentin in regulating neutrophil function observed here, vimentin could be an attractive target for manipulating neutrophil functions.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

TH: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. JT: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Visualization, Writing – original draft, Writing – review & editing. AS: Conceptualization, Formal analysis, Investigation, Methodology, Supervision, Writing – review & editing. AG: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Software, Visualization, Writing – review & editing. TB: Data curation, Formal analysis, Investigation, Methodology, Project administration, Software, Supervision, Visualization, Writing – review & editing, Conceptualization. MM: Conceptualization, Formal analysis, Funding acquisition, Project administration, Supervision, Writing – review & editing. DM: Conceptualization, Investigation, Writing – review & editing. BR: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing.

# Supplementary material for: Vimentin regulates mitochondrial ROS production and inflammatory responses of neutrophils
**Source:** Front Immunol. 2024 Jul 30;15:1416275. doi: 10.3389/fimmu.2024.1416275
**Supplement:** Supplementary file 1

Supplementary Figures

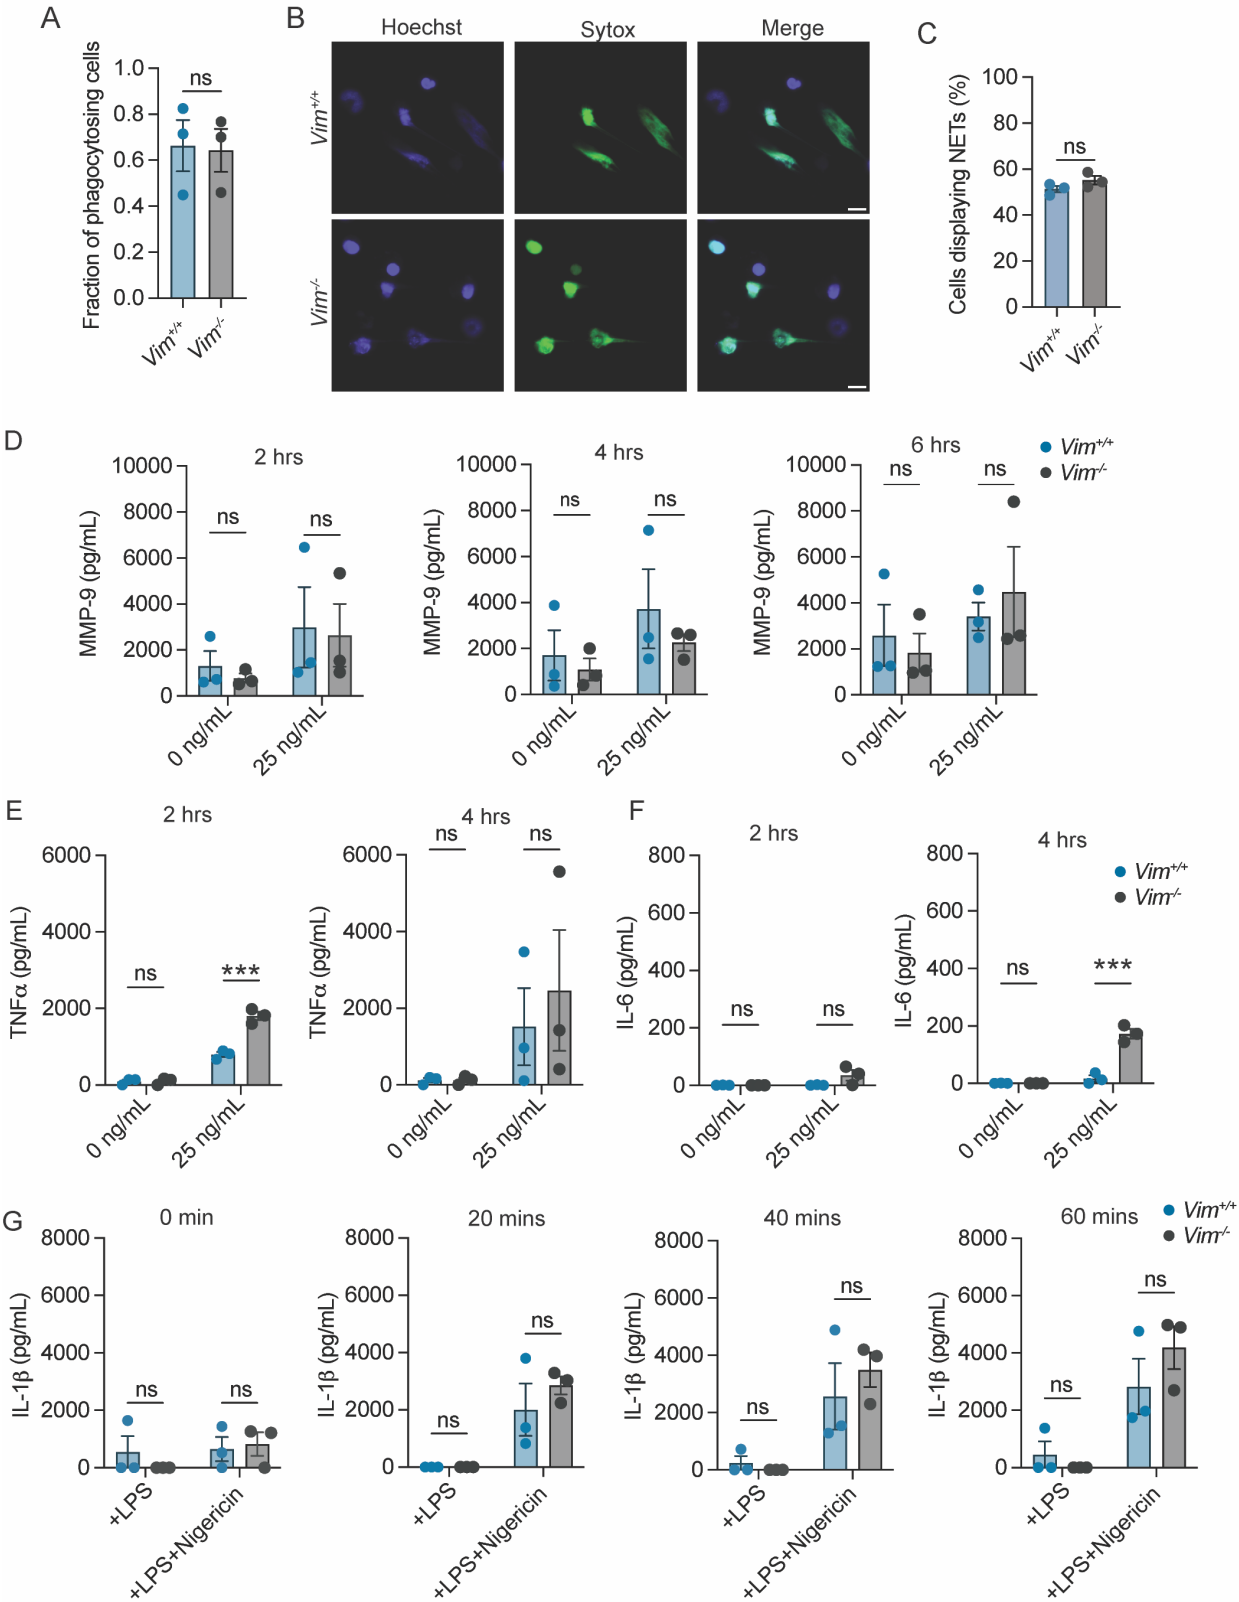

**Figure S1. Neutrophil functions that are not affected by vimentin.**

A) Fraction of phagocytosing cells. B) Representative images of NET formation induced by A23187. Green, extracellular DNA; blue, all DNA. Scale bar: 10  $\mu\text{m}$ . C) Quantification of percentage of cells displaying NETs in *Vim*<sup>+/+</sup> and *Vim*<sup>-/-</sup> neutrophils from images represented in B. D) Levels of MMP-9 (pg/mL) released from neutrophils treated with LPS (0 and 25 ng/mL) at 2, 4, and 6 hours by ELISA. E-F) Quantification of TNF $\alpha$  (E) or IL-6 (F) produced by *Vim*<sup>+/+</sup> and *Vim*<sup>-/-</sup> neutrophils in response to LPS stimulation at 2 and 4 hours. G) Quantification of IL-1 $\beta$  produced by *Vim*<sup>+/+</sup> and *Vim*<sup>-/-</sup> neutrophils in response to treatment with LPS alone or LPS and nigericin at 0, 20, 40, and 60 minutes. Data are mean  $\pm$  SEM from three independent experiments with 5 *Vim*<sup>+/+</sup> or 6 *Vim*<sup>-/-</sup> cell lines. Dots are independent experiments. ns, not significant by paired t-test (A, C) or two-way ANOVA with Sidak's *post hoc* test (D-G).

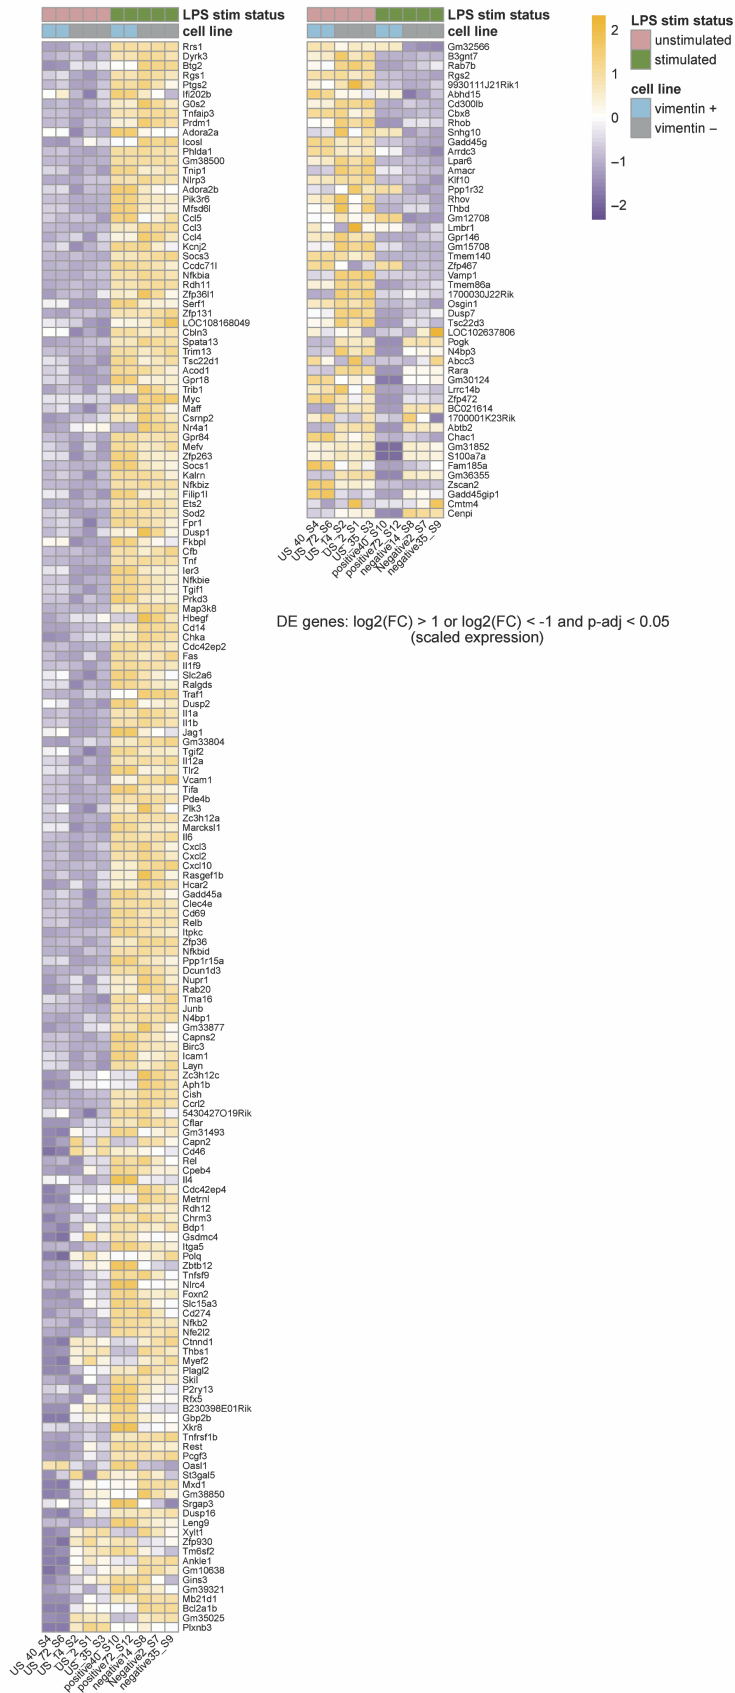

**Figure S2. Heatmap of gene differential expression.**

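At the thresholds of an absolute log2 fold change over 1 and an adjusted p under 0.05, 1318 of the 13091 genes passed in at least 1 of the 4 comparisons. The larger part came from the genotype comparisons, since 217 genes passed in at least 1 of the 2 comparisons of LPS against unstimulated neutrophils.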

Heatmap showing differential expression genes with  $\log_2(\text{fold\_change}) > 1$  or  $\log_2(\text{fold\_change}) < -1$  with adjusted p-value  $< 0.05$  in all conditions.

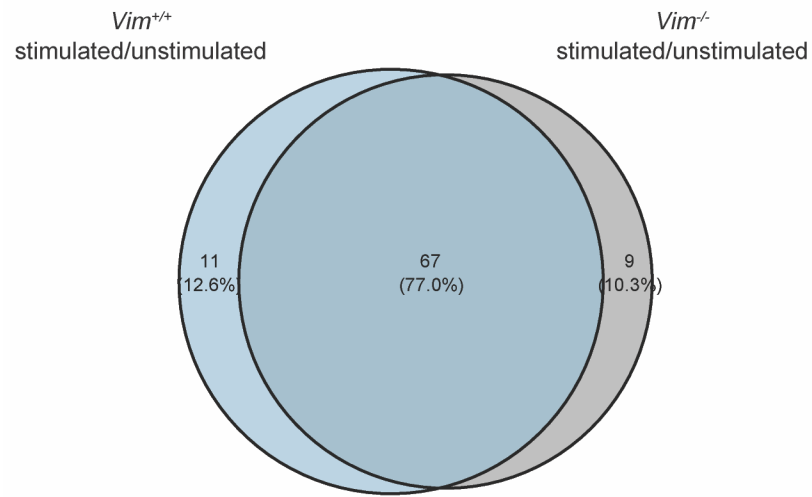

**Figure S3. LPS stimulation affects similar genes between *Vim*<sup>+/+</sup> and *Vim*<sup>-/-</sup> for TNF $\alpha$  signaling via NF- $\kappa$ B hallmark.**

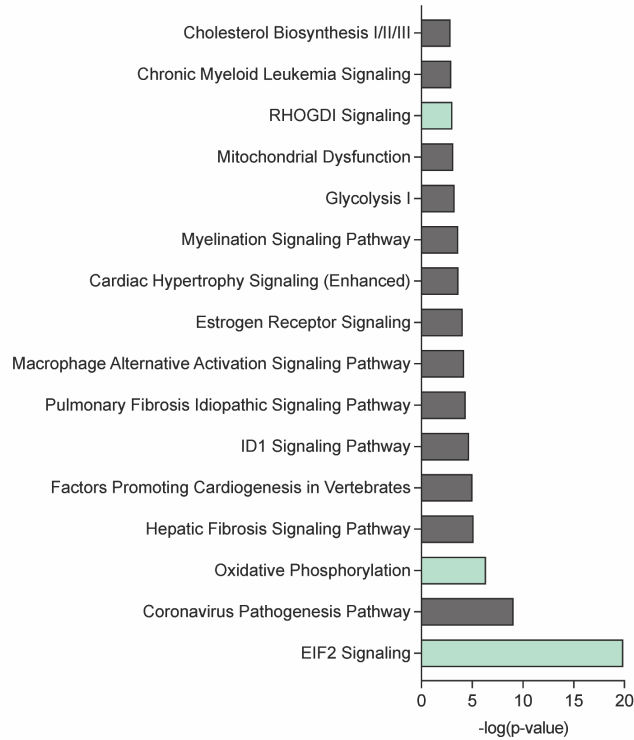

**Figure S4. Bar graph showing pathways altered in *Vim*<sup>-/-</sup> compared to *Vim*<sup>+/+</sup> neutrophils.**

The top 20 pathways affected with the highest  $-\log(p\text{-value})$  from Ingenuity Pathway Analysis were selected and the pathways with the z-score  $> 2$  or z-score  $< -2$  were considered significant. 

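Ingenuity Pathway Analysis sets the genes that changed against a knowledge base, and its z-score compares their directions with those known for a pathway. In the paper's table the z-score is 5.547 for EIF2 Signaling, 5.925 for Oxidative Phosphorylation, 3.162 for Glycolysis I, -3.916 for Mitochondrial Dysfunction, -2.828 for Cholesterol Biosynthesis I and -1.225 for mTOR Signaling. The paper's list for Oxidative Phosphorylation holds 40 molecules, all of which were matched to the tables. Of these, 39 were lower in unstimulated *Vim-/-* neutrophils, all 40 had an adjusted p under 0.05 in the authors' deposited table, 1 was called, and the median log2 fold change was -0.54. The study chose this list on these same samples, so it is not independent evidence. In lists written without the paper's gene lists, 14 of 17 glycolysis genes were lower in *Vim-/-* neutrophils, with a median of -0.45 (percentile 0.04 of matched lists), and 8 passed over all genes tested as well as adjusted over the list alone. Of 19 genes of cholesterol synthesis 17 were higher, with a median of 0.46 (percentile 99.9), and 9 passed over all genes tested and 11 adjusted over the list alone. With the Wald statistics centred on their median and divided by their robust spread, 2 glycolysis and 1 cholesterol synthesis genes passed.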

Gray, upregulated in *Vim*<sup>-/-</sup> cells; green, downregulated in *Vim*<sup>-/-</sup> cells.

**Supplemental Material 1. Raw RNA-Seq data.**

**Supplemental Material 2. Pathways analysis data from Ingenuity Pathway Analysis.**

How the deposited data were processed for this re-analysis (not part of the article)

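The experiment measured gene expression by RNA sequencing in neutrophils differentiated from HoxB8-immortalized progenitor clones. There were 2 *Vim+/+* clones (replicates 1 and 3 of the labels) and 3 *Vim-/-* clones (replicates 1, 2 and 3), each unstimulated and after 1 hour with 25 ng/mL LPS, 10 libraries in all. Groups were taken from the sample labels and the paper, which give the same genotype and treatment for every library, although the labels describe the *Vim-/-* cells as a knockdown and the paper as a knockout.

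The authors trimmed the reads with Cutadapt, aligned and quantified them on mm10 with STAR, estimated 4 covariates of unwanted variation with RUVSeq, and ran DESeq2 with those covariates in the model. The deposited values are 4 tables of comparisons in these units. The signal in each table is baseMean, the mean of the counts normalized by the authors over libraries. The log2 fold changes and their standard errors are those of the authors' model. The Wald statistic, a score, is the authors' fold change divided by its standard error, and the p-values and adjusted p-values are those the authors obtained from it with DESeq2. The paper's text does not name the gene annotation the authors counted on or whether counting used strand, so genes with near-identical copies or overlapping neighbours are uncertain. In this step counts per library are already normalized, modelled and summarised. The depth of each library is therefore unknown, no values per replicate can be given, and precision is carried by the authors' standard errors alone. Among the 13091 genes the median standard error of the log2 fold change was 0.270 for the genotype comparison at baseline and 0.292 for LPS in *Vim+/+* neutrophils. The adjusted p was missing for 254 genes in each genotype comparison and for 762 in the LPS comparison of *Vim-/-* neutrophils, and those genes were never called. The smallest baseMean was 5.08. The 4 comparisons share 1 fit, and the ratio of the variance of the *Vim-/-* to that of the *Vim+/+* comparison of LPS had a median of 0.703, where 0.667 follows from 3 and 2 clones.

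What was computed from the tables used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9. A count model was planned only for the case of counts per sample, so the authors' Wald test was used. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Genotype fold changes were turned to *Vim-/-* over *Vim+/+* by changing their sign. The difference between LPS responses was tested from the 2 fold changes and their standard errors with a two-sided normal test and Benjamini-Hochberg adjustment. Gene lists were compared with 10000 random lists of the same size drawn within 10 bins of baseMean, and with lists also matched within 5 bins of transcript length or GC content. Where such a bin held too few other genes, its bin of baseMean was matched on baseMean alone. Positions were taken from RefSeq on GRCm38.p6, with 12748 genes placed, and the length and GC content of the longest transcript from GENCODE M21, with 12322 genes matched (94.1%). The length of the principal transcript (the APPRIS tag of GENCODE, held by 11447 genes, with the longest transcript for the others) was used as an alternative chosen after the data were seen. The lists of ETC, ribosomal protein, mitochondrial ribosomal, glycolysis, cholesterol, antioxidant, cell cycle, granule, mature neutrophil, NADPH oxidase, superoxide dismutase and NF-κB response genes were fixed before the data were examined, although the paper's Supplementary Materials 1 and 2 were at hand by then. A list of genes that escape X inactivation was added afterwards. Genes named in the text were chosen from those the paper names, the NADPH oxidase, superoxide dismutase and sex-linked lists, the 3 highest and 3 lowest called genes with a baseMean of at least 100 in each comparison, the 3 ETC genes with the largest Wald statistic in each direction, and the 5 genes with the smallest p in the difference of LPS responses at a baseMean of at least 100. Mitochondrially encoded genes and those with fitted values over 8 log2 units were singled out after their values were seen.

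The paper's Supplementary Material 1 was held as its first 1999 of 13091 rows and used only to check it against the tables. Of its 1999 names, 1994 were found in the tables with the same log2 fold change, and the other 5 had been turned into dates. In the paper's table of pathways some gene lists are cut short, and no test was run on those. UQCRHL of its Oxidative Phosphorylation list was matched by hand to *Uqcrh*.

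The tests were tried on simulated data. For the difference of LPS responses, drawn with the standard errors of the 13091 genes and 200 genes changed, a difference of 1, 2 and 4 log2 units was recovered for 45.0%, 81.5% and 97.0% of the changed genes, with 7.22%, 7.39% and 6.28% of calls false. For the list test on the ETC list's size of 78, unchanged lists fell outside the middle 95% of random lists in 5.00% of 200 draws, and lists shifted by -0.4 in 100% of them. The unchanged lists were themselves drawn at random, so their share was nearly fixed in advance. Lists of genes regulated together were not simulated, and errors were drawn independently with the authors' standard errors taken as true. The runs therefore do not show that percentiles and adjusted p-values are calibrated in these data. Alternatives changed the thresholds, the filter on baseMean, the multiple-testing adjustment, the null distribution of the Wald statistic, the centring of the fold changes, the statistic and background of each list, and the source of the difference in response. Leaving out replicates, a replicate block and splits of the samples need values per library and were not run.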

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

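Tests chosen only after the result was seen are those of the lower starting level of *Il1b*, *Tnf* and *Tnfaip3*, of a shift of all genes for the cell cycle list, of the fitted values over 8 log2 units, of the calls on chromosome 17 and on the others and of *Sod2* against chromosome 17, and the other chromosome 17 tests were chosen once its median had been seen.

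The LPS response differed between genotypes for 10 genes by the test of the difference itself. Among those with a baseMean of at least 100, the fold change was more positive in *Vim-/-* neutrophils by 2.53 for *Il1a*, 1.35 for *Tnfaip3*, 1.64 for *Il1b*, 1.69 for *Cxcl2* and 4.47 for *Pogk*. The other 5 genes had a baseMean under 100 and fitted fold changes as low as -29.76 in *Vim+/+* neutrophils (*LOC102637806*, named after its values were seen, with a baseMean of 17.0). *Pogk* fell by 3.82 on the log2 scale in *Vim+/+* neutrophils (adjusted p = 0.0100) and stood at 0.65 in *Vim-/-* neutrophils (adjusted p = 0.773), in the authors' deposited tables, and it did not pass under the other way of taking the difference. For *Il1b* and *Cxcl2*, a lower level in unstimulated *Vim-/-* neutrophils is a candidate explanation, although at baseline neither passed with the Wald statistics centred on their median and divided by their spread (adjusted p = 0.0815 and 0.163). After LPS, *Il1b* stood at 0.26 (adjusted p = 0.587) and *Cxcl2* at 0.34 (adjusted p = 0.476) in the authors' deposited table, where the difference between genotypes no longer passed, and *Il1a* stood at 0.63 (adjusted p = 0.0814). *Tnfaip3* was higher in *Vim-/-* neutrophils after LPS in the authors' deposited table, by 0.58 (adjusted p = 0.00212), which a lower starting level alone would not give, although its adjusted p was 0.247 with the Wald statistics treated in that way, so that a lower starting level alone is argued against for *Tnfaip3* only at the authors' standard error and stays open at the wider spread. For *Il1b*, whether the response or the starting level differs cannot be told apart, because the difference and the baseline comparison use the same unstimulated libraries, and a chance value in those libraries enters both. A biological difference in priming before LPS stays open and was not tested.

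Cell cycle genes, which the paper does not discuss, were higher in unstimulated *Vim-/-* neutrophils, with a median of 0.53 and 26 of 26 genes in that direction, 3 of them called. Of the 26 genes, 17 had an adjusted p under 0.05, and 0 did with the Wald statistics centred on their median and divided by their spread. Transcript length bias was argued against, since the list stayed above all length-matched lists (percentile 100). A shift of all genes was also argued against, since the median centred on all genes with a baseMean of at least 100 was 0.47. After LPS the median was 0.69, again with 26 of 26 higher. Because only 2 and 3 clones were compared, a difference between clones in how far they had left the cell cycle was not separated from an effect of vimentin.

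*Hoxb8* was higher in *Vim-/-* neutrophils at baseline by 0.94 on the log2 scale (standard error 0.182, adjusted p = 9.96e-06) and after LPS by 0.98 (standard error 0.182, adjusted p = 3.79e-06), in the authors' deposited tables. It is the transduced gene that immortalizes the progenitors. Whether these reads come from the transduced or the endogenous gene was not tested, and no explanation was tested for it. After centring the Wald statistics on their median and dividing by their spread, the adjusted p was 0.238 at baseline and 0.0244 after LPS.

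*Xist* was higher in unstimulated *Vim-/-* neutrophils by 0.98 (standard error 0.220, adjusted p = 0.000200) and after LPS by 0.32 (adjusted p = 0.415), in the authors' deposited tables. Its baseMean was 5387. With Wald statistics centred and divided in that way, the adjusted p at baseline was 0.428. Loss of the inactive X in some *Vim+/+* cells is a candidate explanation, which would raise genes that escape inactivation in *Vim-/-* neutrophils as well. The median of 7 such genes was 0.26, at the 84.7th percentile of matched lists, so with 7 genes this loss and its absence cannot be told apart. The change of *Xist* with LPS was 0.76 in *Vim+/+* neutrophils (adjusted p = 0.0595) and 0.11 in *Vim-/-* neutrophils (adjusted p = 1), in the authors' deposited tables.

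Genes of chromosome 17 were lower in unstimulated *Vim-/-* neutrophils as a group. Their median log2 fold change departed from that of all placed genes by -0.392, with 418 of 559 genes with a baseMean of at least 100 lower. Its median of -0.33 lay outside the range of 2000 shuffles of gene positions (-0.02 to 0.13). After LPS the departure was -0.313. The next largest departure was 0.121, on chromosome X, whose median of 0.18 lay just above the range of its own shuffles. Transcript length and GC content were argued against, since the median lay below all lists matched on either (percentile 0 for transcript length bias and percentile 0 for GC content bias). A local cluster of genes was argued against too, since 9 of 9 windows of 10 Mb had a median below that of the genome, between -0.42 and -0.15. Gain or loss of a whole chromosome in the clones remains. It needs the shift to be there in both genotype comparisons and absent from LPS against unstimulated cells of the same clones, and the larger departure there was 0.0468. A hypothesis is that some *Vim+/+* clones carry an additional copy of chromosome 17, or some *Vim-/-* clones 1 fewer. The tables hold no values per clone, so which clones differ was not tested. This bears on *Sod2*, which lies on chromosome 17. After taking off the departure its adjusted p was 0.152, so whether its difference goes beyond that of the chromosome cannot be told apart at a standard error of 0.151. The shift does not account for all of the genotype calls. Of the 40 calls on chromosome 17, among its 694 genes at any baseMean, 16 were higher in *Vim-/-* neutrophils, against the direction of the shift. Of the 24 that were lower, 12 were still called after the departure was taken off, so whether those 24 go beyond a gain or loss of the chromosome cannot be told apart without values per clone. Calls on the other chromosomes follow no such departure (0.121 at most).

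Among genes with a baseMean of at least 100, 17 had a fitted genotype difference over 8 log2 units at baseline besides *Vim*, 15 higher and 2 lower in *Vim-/-* neutrophils, and 16 also had an adjusted p under 0.05 after LPS. A gene silent in 1 genotype in every clone is a candidate explanation. For 6 of them, all higher in *Vim-/-* neutrophils, the tables hold what it needs, since LPS against unstimulated *Vim+/+* neutrophils is listed at exactly 0 with a p-value of 1, which DESeq2 lists where every library of both groups has a count of 0. These are *Mapk7*, *Ncam1* and *Tsnax*, and *Adrbk2*, *Rgl3* and *Cdc42bpa*, named after their values were seen. Whether every *Vim-/-* clone expresses them is not shown, and fitted values against a group at 0 give no size. For the other 11 genes, *Fbp2* and *Spats2* among them, no comparison is so listed, and their median standard error was 1.58 against 0.335 for *Vim*. A gene silent in only some clones could give a similar fitted value, and without values per library the 2 cannot be told apart for these 11 genes. No biological explanation was tested.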

How the results depend on the processing

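Tests added after the data were seen are those matched on GC content, those matched or centred on the length of the principal transcript, centred on genes of like transcript length, without chromosome 17 genes and minus the chromosome 17 departure. Of 187 values recomputed under an alternative, 151 kept their direction and their side of the threshold or stayed within the limits set for them, 20 moved beyond them, 10 became weaker, 3 stronger and 3 reversed.

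Fewer criteria made the calls more numerous by construction. With no fold-change threshold, 2410 and 1416 genes were called between the genotypes at baseline and after LPS, 284 and 272 with LPS in *Vim+/+* and *Vim-/-* neutrophils, and 168 were shared by both LPS responses. With a threshold of 1.5-fold these were 1887, 1112, 271 and 232. With an empirical null, which centres the Wald statistics on their median and divides them by their own spread, 160 and 233 genes were called between the genotypes. Of the possible causes of the wide spread at baseline, only few residual degrees of freedom were weighed, as given below. More genes were higher than lower in *Vim-/-* neutrophils in each of these settings, at baseline and after LPS, and in the other settings run.

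A baseMean of at least 100 left 4 of the 10 genes whose LPS response differed. Of the others, 5 fall under the filter, and *Pogk* had an adjusted p of 0.0543 among the genes kept (0.0265 to 0.198 over all settings). The filter raised the share of LPS calls found in both genotypes to 52.2%, the share of baseline calls with the same direction after LPS to 96.3%, and the correlation of baseline fold change with transcript length to 0.40 and with GC content to -0.19. With the length of the principal transcript the correlation was 0.31. The cause of these shifts was not tested.

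*Sod1* and *Sod2* kept their direction in every setting. Under the empirical null the log2 fold changes of *Vim+/+* over *Vim-/-* neutrophils no longer passed for *Sod1* at baseline (0.85) and after LPS (0.63) and for *Sod2* at baseline (0.70). The departure of chromosome 17 taken off, *Sod2* at baseline fell short at 0.31. Centred on genes of like length, *Sod2* after LPS passed at 0.48 with the longest and 0.47 with the principal transcript (adjusted p = 0.0191 and 0.0217), where its adjusted p over all settings ranged from 0.0191 to 0.901. *Sod1*, whose longest transcript is a retained intron, no longer passed with the principal transcript, at 0.43 at baseline and 0.40 after LPS. Among the NADPH oxidase genes, 1 passed with centred log2 fold changes, 1 when centred on genes of like length and 1 with the principal transcript. The cause was not tested.

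The ETC list kept its direction and stayed outside the middle 95% of random lists under every alternative run, among them leaving out each complex, matching on length and leaving out chromosome 17, and so did the ribosomal protein list under the alternatives run for it. The paper's own list was run as well, but it was chosen on these samples and says nothing about stability. Transcript length moved the background most, and after LPS the ETC median lay at the 1.47th percentile of lists matched on the longest and the 2.23rd of lists matched on the principal transcript. The NF-κB list lay above all random lists in both genotypes under every alternative run. The antioxidant list reversed with the mean in place of the median (0.16) and passed with the median Wald statistic (-1.06), and the cause was not tested. The secondary granule list (0.46) no longer passed against lists not matched on baseMean. The mature neutrophil list no longer passed with the mean (0.34), against lists not matched (0.32) and against lists matched on GC content (0.32). Near *Vim* the share of called genes reversed from above to below the rest of the genome within 2 Mb (0 of 17 genes) and with the adjusted p alone (17.2% against 18.7%), and in no setting did it pass.

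No paired analysis was possible because the tables hold no values per library. Not run for the same reason were leaving out each replicate in turn, the replicate block and a test on counts. Depth per library is unknown, so no limit of detection can be given. With 2 residual degrees of freedom behind the authors' model, the normal test on the Wald statistic may give p-values that are too small. The 4 comparisons share that fit, but their robust spreads differed. These were 1.83 and 1.50 between the genotypes at baseline and after LPS, and 1.17 and 0.947 for LPS in *Vim+/+* and *Vim-/-* neutrophils. Few degrees of freedom alone are thus argued against as the cause of the wide spread between the genotypes. The empirical null, with 160 calls in place of 917, allows for a wider spread whatever its cause.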

Differences from the paper's values

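The paper states that 108 genes were upregulated and 416 downregulated in unstimulated *Vim-/-* compared with *Vim+/+* neutrophils, whereas the authors' deposited table held 703 genes higher and 214 lower at the thresholds of Supplementary Figure S2. For upregulated genes, the empirical null, set before the data were examined, gave 114 and came within 1.5 times the paper's 108. The others set before the data were examined did not: 1620 with no fold-change threshold, 1337 with a threshold of 1.5-fold, 491 at an adjusted p under 0.01, 703 and 507 with a baseMean of at least 10 and 100, 701 with Benjamini-Hochberg adjustment over all genes and 623 with centred fold changes. Centring on genes of like transcript length, chosen after seeing the values, gave 527 with the longest and 512 with the principal transcript. For downregulated genes, the threshold of 1.5-fold gave 550 and came within 1.5 times the paper's 416. The others did not, with 790, 153, 214, 187, 215 and 254 in the same order and 46 under the empirical null, and 177 and 189 with centring on genes of like length. No setting came near both values. The direction differs as well, since the paper reports more genes down than up and more genes were higher than lower in *Vim-/-* neutrophils under every setting. The direction was taken from *Vim*. The unstimulated table also carries a category text that calls the 703 genes downregulated and the 214 genes, *Vim* among them, upregulated in *Vim-/-* neutrophils. Read by that text, the table holds more genes down than up, as the paper has it, but neither 214 nor 703 comes within 1.5 times the paper's counts. The category text of the LPS table names *Vim+/+* neutrophils and has *Vim* upregulated in them. A search chosen after seeing the values went through 405 combinations of p-value column, p threshold, fold-change threshold and baseMean minimum. None gave both of the paper's counts, in either direction, and none came within 1.5 times of both as the paper states them. With the directions exchanged, 56 did so, the nearest being an unadjusted p under 0.005 and an absolute log2 fold change over 1.5, which gave 418 genes higher and 97 lower in *Vim-/-* neutrophils.

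Supplementary Figure S4 draws Glycolysis I as upregulated in *Vim-/-* neutrophils. In the tables, 14 of 17 glycolysis genes were lower in *Vim-/-* neutrophils, with a median log2 fold change of -0.45, and the paper's own z-score for the pathway, 3.162, has the sign it gives to Oxidative Phosphorylation, which the same figure draws as downregulated. For EIF2 Signaling, Oxidative Phosphorylation, Mitochondrial Dysfunction and cholesterol synthesis, the colour and the sign of the z-score correspond.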

Other observations

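Tests chosen only after the result was seen are those of transcript length for the ribosomal protein genes, of nuclear copies for the mitochondrially encoded genes, of the share of genes near *Vim*, of all clones of a genotype sharing 1 sex, of lists matched on the principal transcript, and of chromosome 17 and GC content for the ETC genes.

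Baseline fold changes between the genotypes followed transcript length. By quintile of length among genes with a baseMean of at least 100, the median log2 fold change of *Vim-/-* over *Vim+/+* neutrophils rose from -0.25 in the shortest to 0.37 in the longest, and from -0.09 to 0.11 after LPS. The Spearman rho with length was 0.29 at baseline, 0.13 after LPS, 0.30 for LPS over unstimulated *Vim+/+* neutrophils and 0.02 for LPS over unstimulated *Vim-/-* neutrophils. The unstimulated *Vim+/+* group, 2 libraries, is the 1 that the comparisons with the stronger trend share. A trend of those libraries, of RNA integrity or library preparation for example, would give this pattern, as would a change in the cells, and no biological explanation was tested.

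For the lower expression of ETC genes in *Vim-/-* neutrophils, 5 explanations were weighed. For transcript length bias, the list lay at percentile 0 of length-matched lists. Their median of -0.22 (-0.25 for the principal transcript, again with the list at percentile 0) shows that a part of the ETC median of -0.43 goes with length. As matching used only 5 bins of length, length as the whole cause is not excluded. In 20 bins of principal transcript length, the bin of *Sod1*, at 641 bases, had a median of -0.41. The median principal length of the ETC list was 870 bases. GC content bias was argued against by lists matched on it (percentile 0), and a shift of all genes by the centred median of -0.49. The shift of chromosome 17 genes was argued against by the median of -0.41 without them. *Vim+/+* cultures less mature than *Vim-/-* cultures would have put cell cycle genes higher in *Vim+/+* neutrophils, and these were higher in *Vim-/-* neutrophils (0.53). Other lists went with less mature *Vim+/+* cultures, since at baseline primary granule genes had a median of -1.01 (6 of 7 lower in *Vim-/-* neutrophils), secondary granule genes 0.46 and genes of mature neutrophils 0.32. After LPS these medians were -0.67, 0.43 and 0.22. *Itgam*, which encodes the marker CD11b, was higher in *Vim-/-* neutrophils at baseline by 0.59 (standard error 0.134, adjusted p = 0.000255) in the authors' deposited table. With the Wald statistics centred on their median and divided by their spread, its adjusted p was 0.448. *Ly6g* stood at 0.30 and did not pass (adjusted p = 0.330). The markers thus moved apart and do not describe a single shift in stage. The cell cycle list alone does not exclude a difference in stage. For the smaller ETC difference after LPS, the median change of 0.21 lay at percentile 100 of length-matched lists, whose median was 0.10 (0.12 for the principal transcript). The same 5 bins were used, so length as its whole cause is not excluded either. The ribosomal protein genes likewise lay at percentile 0 of length-matched lists, and the coarse bins leave the same limit. What stays open is transcript length, a difference in stage, an effect of vimentin and a difference between the 2 and 3 clones. The design does not separate vimentin from the clones. An effect of vimentin loss on these genes is a hypothesis, found and tested on the same data.

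Genes next to *Vim* carried with the targeted allele would be called more often than others. Of the 29 genes within 5 Mb of it, 10.3% were called (3 genes), against 7.00% elsewhere (Fisher's exact test, two-sided p = 0.453), so for the calls there such a passenger effect and its absence cannot be told apart with so few genes. For the genotype calls at baseline as a whole, strain differences carried in chromosome blocks remain a candidate explanation. Of the called genes with a baseMean of at least 100, 16.4% had a neighbouring gene called in the same direction, against a median of 7.82% over 2000 shuffles, whose middle 95% ended at 10.8%. Without chromosome 17 the share was 16.5% against 8.19%, so that chromosome does not make the excess. Neighbouring genes that are regulated together would give an excess as well. All clones of one genotype female and all of the other male was argued against, since *Xist*, which is silent in male cells, would then differ by over 8 log2 units, and it differed by 0.98 (standard error 0.220, adjusted p = 0.000200, or 0.428 with the Wald statistics centred on their median and divided by their spread) in the authors' deposited table. A sex difference between the clones that involves only some of them stays open. A single male clone among the 2 *Vim+/+* clones would put *Xist* about 1 log2 unit higher in *Vim-/-* neutrophils, at baseline and after LPS alike, and after LPS it stood at 0.32 (standard error 0.220) in the authors' deposited table. The tables hold 0 of the listed Y-linked genes, which excludes nothing, and no values per clone, so such a difference and its absence cannot be told apart.

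Antioxidant genes outside the superoxide dismutases had a median of -0.19 in *Vim-/-* over *Vim+/+* neutrophils at baseline (11 of 18 lower, percentile 3.51 of matched lists) and a mean of 0.16, so median and mean differ in sign. The percentile was 30.4 against lists matched on the longest and 17.6 against lists matched on the principal transcript. Of the 18 genes, 3 passed over all genes tested and 2 adjusted over the list alone.

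Among the 13 mitochondrially encoded genes, 6 had a baseMean between 35103 and 173056 and 7 between 22 and 531, although all lie on the mitochondrial genome. Reads shared with near-identical nuclear copies are a candidate explanation for COX2, COX3, ATP6, ND3 and ND4L, for which at least 98.0% of the words of 50 bases also occur in nuclear transcripts. They are argued against for ATP8 and ND6, for which 0% do. Among the 6 high genes the largest share was 62.2%. The values of those 5 genes are therefore uncertain, and the low baseMean of ATP8 and ND6 was left without an explanation. Of the 13 genes, *ND4* and *CYTB* had an adjusted p under 0.05 at baseline, both lower in *Vim-/-* neutrophils (-0.76 and -0.40 in the authors' deposited table).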
